# *daf-16/*FOXO blocks adult cell fate in *Caenorhabditis elegans* dauer larvae via *lin-41/*TRIM71

**DOI:** 10.1371/journal.pgen.1009881

**Published:** 2021-11-15

**Authors:** Matthew J. Wirick, Allison R. Cale, Isaac T. Smith, Amelia F. Alessi, Margaret R. Starostik, Liberta Cuko, Kyal Lalk, Mikayla N. Schmidt, Benjamin S. Olson, Payton M. Salomon, Alexis Santos, Axel Schmitter-Sánchez, Himani Galagali, Kevin J. Ranke, Payton A. Wolbert, Macy L. Knoblock, John K. Kim, Xantha Karp

## Abstract

Many tissue-specific stem cells maintain the ability to produce multiple cell types during long periods of non-division, or quiescence. FOXO transcription factors promote quiescence and stem cell maintenance, but the mechanisms by which FOXO proteins promote multipotency during quiescence are still emerging. The single FOXO ortholog in *C*. *elegans*, *daf-16*, promotes entry into a quiescent and stress-resistant larval stage called dauer in response to adverse environmental cues. During dauer, stem and progenitor cells maintain or re-establish multipotency to allow normal development to resume after dauer. We find that during dauer, *daf-16*/FOXO prevents epidermal stem cells (seam cells) from prematurely adopting differentiated, adult characteristics. In particular, dauer larvae that lack *daf-16* misexpress collagens that are normally adult-enriched. Using *col-19p*::*gfp* as an adult cell fate marker, we find that all major *daf-16* isoforms contribute to opposing *col-19p*::*gfp* expression during dauer. By contrast, *daf-16(0)* larvae that undergo non-dauer development do not misexpress *col-19p*::*gfp*. Adult cell fate and the timing of *col-19p*::*gfp* expression are regulated by the heterochronic gene network, including *lin-41* and *lin-29*. *lin-41* encodes an RNA-binding protein orthologous to LIN41/TRIM71 in mammals, and *lin-29* encodes a conserved zinc finger transcription factor. In non-dauer development, *lin-41* opposes adult cell fate by inhibiting the translation of *lin-29*, which directly activates *col-19* transcription and promotes adult cell fate. We find that during dauer, *lin-41* blocks *col-19p*::*gfp* expression, but surprisingly, *lin-29* is not required in this context. Additionally, *daf-16* promotes the expression of *lin-41* in dauer larvae. The *col-19p*::*gfp* misexpression phenotype observed in dauer larvae with reduced *daf-16* requires the downregulation of *lin-41*, but does not require *lin-29*. Taken together, this work demonstrates a novel role for *daf-16*/FOXO as a heterochronic gene that promotes expression of *lin-41/*TRIM71 to contribute to multipotent cell fate in a quiescent stem cell model.

## Author summary

In adults and juveniles, tissue-specific stem cells divide as needed to replace cells that are lost due to injury or normal wear and tear. Many stem cells spend long periods of time in cellular quiescence, or non-division. During quiescence, stem cells remain multipotent, where they retain the ability to produce all cell types within their tissue. In this study, we define a new role for the FOXO protein DAF-16 in promoting multipotency during the quiescent *C*. *elegans* dauer larva stage. *C*. *elegans* larvae enter dauer midway through development in response to adverse environmental conditions. Epidermal stem cells are multipotent in *C*. *elegans* larvae but differentiate at adulthood, a process controlled by the “heterochronic” genes. We found that *daf-16* blocks the expression of adult cell fate specifically in dauer larvae by promoting the expression of the heterochronic gene *lin-41*. *lin-41* normally blocks adult fate by repressing the expression of another heterochronic gene, *lin-29*, but surprisingly, *lin-29* is not needed for the expression of adult cell fate in this context. These findings may be relevant to mammals where the orthologs of *daf-16* and *lin-41* are important in stem cell maintenance and opposing differentiation.

## Introduction

Tissue-specific stem cells divide as needed to replenish cells lost due to injury or normal wear and tear. Many stem cell types retain the capacity to produce multiple cell types during lengthy periods of quiescence, or non-division, and increased cell division can lead to compromised multipotency and stem cell maintenance [1]. However, the connections between quiescence and multipotency are incompletely understood. *Caenorhabditis elegans (C*. *elegans)* development can be interrupted by a quiescent and stress-resistant stage called dauer in response to adverse environmental conditions [2]. Stem cell-like progenitor cells maintain or re-establish multipotency during dauer, a situation analogous to mammalian stem cells [3–5].

Dauer formation is regulated by three major signaling pathways [6,7]. One of these pathways is insulin/IGF signaling, where favorable environmental cues lead to the production of multiple insulin-like peptides in sensory neurons. [8–13]. These signals are released and then received in multiple tissues where insulin signaling blocks the activity of the downstream DAF-16/FOXO transcription factor [14–16]. In adverse environments, DAF-16 is active and regulates the expression of genes that promote dauer formation [6,10].

The role of the DAF-16/FOXO transcription factor in promoting dauer formation is analogous to the role of the FOXO proteins in promoting quiescence in mammalian stem cells [17]. In addition, DAF-16/FOXO is required for stem cell maintenance and the ability of stem/progenitor cells to differentiate into the correct cell types in both systems [5,10,18–22]. For example, in *C*. *elegans* dauer larvae, *daf-16* is required in a set of multipotent vulval precursor cells to block EGFR/Ras and LIN-12/Notch signaling from prematurely specifying vulval cell fates [5].

Another group of progenitor cells that must remain quiescent and multipotent during dauer is the lateral hypodermal seam cells that make up part of the worm skin. Seam cells undergo self-renewing divisions at each larval stage and then terminally differentiate at adulthood [23]. Larval vs. adult seam cell fate is regulated by a network of heterochronic genes [24]. In general, heterochronic transcription factors and RNA-binding proteins that specify early cell fates are expressed early in development. These early cell fate-promoting factors are then downregulated by microRNAs in order to allow progression to later cell fates [25]. This pathway culminates with the expression of the LIN-29 transcription factor. LIN-29 is the most downstream regulator of adult cell fate and directly activates the expression of adult-specific collagens such as *col-19* [26–29]. LIN-29 protein is not expressed in the hypodermis until late in larval development due to the combined action of the early-promoting heterochronic genes *lin-41* and *hbl-1* [27,30,31]. *lin-41* encodes an RNA-binding protein that binds to the *lin-29* mRNA and blocks translation of the *lin-29a* isoform [30,32]. *lin-29* is also required for adult cell fate in post-dauer animals. However, many genes that act earlier in the heterochronic pathway are dispensable for post-dauer development, suggesting that the regulation of adult cell fate differs in continuous and dauer life histories [3].

Here, we examine the role of *daf-16*/FOXO in maintaining multipotent seam cell fate during dauer. We find that *daf-16* is required to block the expression of multiple adult-enriched collagens during dauer, including *col-19*, defining a novel role for *daf-16* as a dauer-specific heterochronic gene. Using the adult cell fate marker *col-19p*::*gfp* as a readout, we find that *daf-16* acts via *lin-41* to regulate adult cell fate. Surprisingly, *lin-29* plays at most a minor role in the regulation of *col-19p*::*gfp* during dauer. mRNA-seq experiments identified 3603 genes that are regulated by *daf-16* during dauer, including 112 transcription factors that may mediate repression of adult-enriched collagens during dauer downstream of *daf-16*.

## Results

### *daf-16* blocks adult-specific collagen expression in dauer larvae

Progenitor cells remain multipotent throughout dauer diapause, and *daf-16* is required to maintain or re-establish multipotency in the vulval precursor cells (VPCs) of dauer larvae [5]. We asked whether *daf-16*/FOXO might also promote multipotency in lateral hypodermal seam cells, another multipotent progenitor cell type. The well-characterized adult cell-fate marker *col-19p*::*gfp*, where GFP expression is driven by the adult-specific *col-19* promoter, is expressed in differentiated seam cells and the hyp7 syncytium in adult worms but is not expressed in multipotent seam cells or hyp7 in larvae [28,33]. To determine if *daf-16*/FOXO promotes multipotent, larval seam cell fate during dauer, we assayed larvae with reduced or absent *daf-16*, termed *“daf-16(-)”*, for precocious expression of *col-19p*::*gfp*. Specifically, we tested two *daf-16* null alleles, *daf-16(mu86)* and *daf-16(mgDf50)*, as well as *daf-16(RNAi)* dauer larvae. As *daf-16(-)* larvae are normally unable to enter dauer even in dauer-inducing environmental conditions (i.e., dauer defective), we took advantage of the temperature-sensitive dauer-constitutive allele *daf-7(e1372)* to enable dauer formation in *daf-16(-)* larvae. When grown at restrictive temperatures, both *daf-16(-); daf-7(-)* and control *daf-7(-)* larvae enter dauer even in favorable environments [34,35]. For simplicity, *daf-7(e1372)* is not always mentioned, but this allele was present in all *daf-16(-)* and control dauer larvae (see S1 Table for a complete list of strains used in this study). We found that *daf-16(-)* dauer larvae displayed penetrant *col-19p*::*gfp* expression in seam cells and hyp7 (Fig 1A). *col-19p*::*gfp* was expressed throughout the hypodermis, but was consistently brighter in the posterior third of the worm, gradually dimming toward the anterior. These findings indicate that *daf-16* is necessary to block *col-19p*::*gfp* expression during dauer. For the remainder of the paper, *“daf-16(0)”* is used to indicate the *daf-16(mgDf50)* null allele, a large deletion that removes most of the *daf-16* coding sequence, including the DNA-binding domain [15].

**Fig 1:**
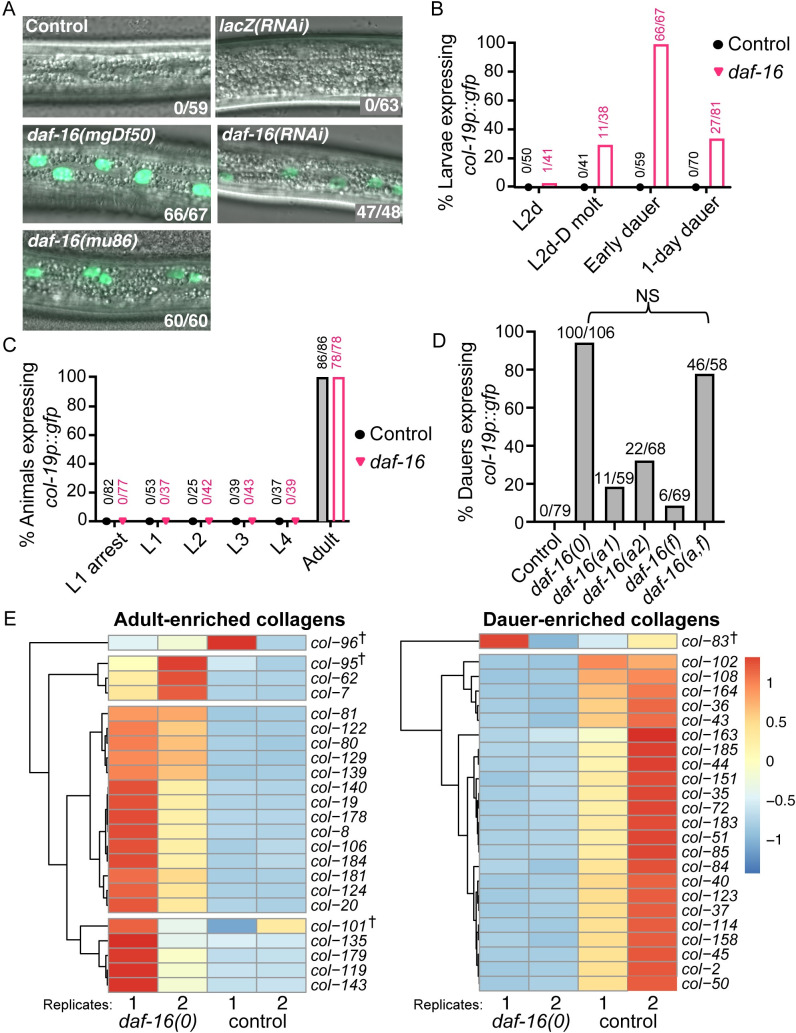
*daf-16* is required to prevent precocious adoption of adult cell fate during dauer. (A) Merged DIC and fluorescence images taken with a 63x objective displaying a portion of the lateral hypodermis in dauer larvae. Unless otherwise specified, the background for all strains in this and subsequent figures was *daf-7(e1372); col-19p*::*gfp*. (See S1 Table for full genotypes). Compromised *daf-16* activity due to either of two null alleles (left) or RNAi (right) resulted in *col-19p*::*gfp* expression. Numbers indicate larvae expressing *col-19p*::*gfp* over the total number of dauer larvae scored. (B) Percent of *daf-7* (control) and *daf-16(0); daf-7* larvae that expressed *col-19p*::*gfp* before dauer formation and over time in dauer. GFP expression began during the molt, peaked soon after entry into dauer, and declined thereafter. (C) Percent of wild-type (control) and *daf-16(0)* animals that expressed *col-19p*::*gfp* at different stages. These worms were wild-type for *daf-7* and therefore did not enter L2d or dauer. Larvae at L1 arrest were hatched in the absence of food and were monitored for GFP expression over seven days. (D) Percent of dauer larvae lacking some or all *daf-16* isoforms that expressed any hypodermal *col-19p*::*gfp* (see S1 Table for full genotypes). Note that *daf-16(a*,*f)* displayed decreased expressivity compared to *daf-16(0)*; the dauer larvae expressing *col-19p*::*gfp* were noticeably dimmer than in the null allele (S2 Fig). NS: p = 0.55, Fisher Exact Test. (E) Heat maps depicting relative expression of adult-enriched collagens (left) or dauer-enriched collagens (right) in *daf-16(0); daf-7* dauer larvae or *daf-7* (control) dauer larvae from mRNA-seq data. The row-normalized reads for each of two biological replicates per strain are depicted. These collagens were expressed at significantly different levels (FDR ≤ 0.05) in *daf-16(0)* vs control dauer larvae in all cases except those collagens indicated by †. Adult and dauer-enriched collagens were identified using modENCODE data (S3 Table). Adult-enriched collagens were upregulated in *daf-16(0)* dauer larvae whereas dauer-enriched collagens were downregulated.

Wild type *daf-16*/FOXO promotes dauer formation largely in parallel to the DAF-3/SMAD-DAF-5/Ski complex [6,7]. To test whether this complex is also required to block *col-19p*::*gfp* expression during dauer, we examined *daf-5(0)* dauer larvae. Similar to *daf-16(-)* larvae, *daf-5(0)* larvae do not normally develop through dauer. To obtain *daf-5(0)* dauers, we used the *daf-2(e1370)* allele to drive dauer formation in the *daf-5(0)* background. [34,35]. We found that *daf-5(0); daf-2(e1370)* dauer larvae never expressed *col-19p*::*gfp* (S1 Fig). Therefore, while *daf-16* and *daf-5* act in parallel to promote dauer formation, the regulation of adult cell fate is specific to *daf-16*.

We next asked whether *daf-16*/FOXO regulates *col-19p*::*gfp* expression during stages other than dauer. First, we examined the timing of *col-19p*::*gfp* expression in larvae before, during, and after their entry into dauer. In wild-type animals, *col-19p*::*gfp* expression begins during the L4 molt, peaks soon after molting to adulthood, and then declines over time. Similarly, in *daf-16(0)* mutants, *col-19p*::*gfp* expression begins during the L2d-to-dauer molt, peaks soon after larvae enter dauer, and then declines over time in dauer (Fig 1B). Next, we asked whether larvae that develop continuously express precocious *col-19p*::*gfp*. For this experiment, we used larvae that were wild-type for *daf-7*. *col-19p*::*gfp* expression was never observed in *daf-16(0)* larvae during continuous development, and *col-19p*::*gfp* was expressed normally in adults (Fig 1C). Finally, we asked whether *daf-16(0)* larvae in L1 arrest express *col-19p*::*gfp*. Dauer shares some similarities with L1 arrest, which is a developmentally arrested and quiescent stage occurring when L1 larvae hatch in the absence of food [36]. *daf-16*/FOXO is important for L1 arrest; arrested *daf-16(0)* mutant larvae precociously initiate post-embryonic development including V lineage seam cell divisions [21]. However, we saw no precocious *col-19p*::*gfp* expression in these larvae (Fig 1C).

We next wondered which *daf-16* isoforms block *col-19p*::*gfp* expression during dauer. There are three major isoforms of *daf-16*: *a*, *b*, and *f* [15,16,37]. The *a* and *f* isoforms together are the major players with respect to the role of *daf-16* in longevity, dauer formation, and stress resistance [38]. Isoform *a* plays a larger role than *f*, but the *f* isoform still contributes because mutants lacking isoforms *a* and *f* display a stronger phenotype than mutants lacking either single isoform. By contrast, the *b* isoform is dispensable because animals lacking *a* and *f* isoforms were indistinguishable from null mutants for the phenotypes tested [38]. In contrast, the *b* isoform regulates neuronal morphology and function [39,40]. To determine which *daf-16* isoforms contribute to maintaining seam cell multipotency during dauer, we used the same isoform-specific alleles used by Chen et al. (2015) [38] to assess *col-19p*::*gfp* expression during dauer. Loss of only *daf-16a* produced a stronger phenotype than loss of only *daf-16f*, and loss of both *daf-16a* and *f* produced an even stronger phenotype than loss of either individual isoform examined, indicating that both isoforms contribute (Figs 1D and S2). Loss of *a* and *f* together caused expression of *col-19p*::*gfp* at high penetrance (Fig 1D), however this expression was dimmer and in fewer cells than the expression observed with in the null background (S2 Fig). Therefore, since loss *of daf-16a/f* did not produce a phenotype as strong as that of the complete null, the *b* isoform must also play a role. Taken together, we conclude that all three isoforms of *daf-16* contribute to blocking *col-19p*::*gfp* expression during dauer.

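The mRNA-seq experiment compared dauer larvae of 2 genotypes. The control strain carried *daf-7(e1372)*, an allele that drives larvae into dauer, and the *daf-16(0)* strain carried the deletion *daf-16(mgDf50)* in addition. Isolated embryos were incubated for 52 h at 24°C, and dauer larvae were picked by hand because some *daf-16(0)* animals do not enter dauer under these conditions. The authors clipped adapters with Trimmomatic, aligned the reads to the WBcel235 genome with STAR and estimated expected counts per gene with RSEM. They deposited these expected counts for 6 libraries, 3 per genotype. The paper reports 2 biological replicates per strain, and the deposited comparison was made between *daf-16(0)* replicates 2 and 3 and control replicates 1 and 2. *daf-16(0)* replicate 1 and control replicate 3 were not part of it. The paper states that outlier samples were identified by FastQC and by principal component analysis, but its text does not name them.

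Expected counts on the 20191 protein-coding genes totalled 8632983 and 13046752 in *daf-16(0)* replicates 2 and 3 and 8103772 and 9279693 in control replicates 1 and 2. The unused libraries were the deepest of their genotypes, with 14754216 counts in *daf-16(0)* replicate 1 and 17808548 in control replicate 3. Ribosomal RNA genes held 8.64% of all expected counts in control replicate 1 and from 0.0599% to 1.44% in the other 5 libraries. Expected counts were rounded to whole numbers and compared by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, after TMM normalization. In the 4 libraries of the paper's comparison, 13536 protein-coding genes passed edgeR's filter on low counts, and in all 6 libraries 13633 genes did. Levels per library are CPM (library-size-scaled counts) normalized by TMM factors over the 6 libraries. A level of 3 counts, taken as the floor, was between 0.154 and 0.426 CPM, and floors cover counting error only. The paper's text does not say whether reads were counted by strand, so reads from overlapping genes are not separated with certainty.

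In a principal component analysis of log2 CPM, the first component held 58.6% of the variance and separated the genotypes. Control replicate 3 stood apart on the second component (20.3% of the variance), at 138 against -67.4 to 12.9 in the other 5 libraries. The biological coefficient of variation estimated by edgeR was 0.463 in the 4 libraries and 0.636 in all 6.

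*daf-16* (WBGene00000912, chromosome I of WBcel235, 10750343 to 10776700, forward strand) was lower in each *daf-16(0)* library than in each control library. It had 63.5 and 43.0 normalized CPM in *daf-16(0)* replicates 2 and 3 against 400 and 355 in control replicates 1 and 2, or 53.2 ± 14.5 against 377 ± 31.8 (SD, n = 2 each). The unused libraries had 40.3 (*daf-16(0)* replicate 1) and 198 (control replicate 3), and over all libraries the means were 48.9 ± 12.7 and 317 ± 106 (SD, n = 3 each). The log2 fold change was -2.80 in the 4 libraries (standard error 0.35, adjusted p = 0.00785) and -2.70 in all 6 (standard error 0.38, adjusted p = 0.00746) by edgeR's quasi-likelihood test. *daf-7*, mutated in both strains, had a log2 fold change of -1.48 (standard error 0.38, adjusted p = 0.0493) in the 4 libraries and -1.74 (standard error 0.59, adjusted p = 0.0893) in all 6 by the same test.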

To extend these findings beyond *col-19p*::*gfp* reporter expression, we performed mRNA-seq and differential gene expression analysis on *daf-16(0)* vs. control dauer larvae. 

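*col-19* encodes a collagen of the adult cuticle (WBGene00000608, chromosome X of WBcel235, 421707 to 423033, forward strand). Its level was 356 normalized CPM in *daf-16(0)* replicate 2 and 181 in replicate 3, from 3237 and 2367 expected counts. Control replicates 1 and 2 had 1.56 and 1.94 normalized CPM, from 11 and 17 counts. The means were 268 ± 124 in *daf-16(0)* and 1.75 ± 0.27 in control (SD, n = 2 each), a log2 fold change of 7.26 (standard error 0.54, adjusted p = 0.0039 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Of the libraries outside the paper's comparison, *daf-16(0)* replicate 1 had 459 normalized CPM and control replicate 3 had 15.2. Over all 6 libraries the means were 332 ± 141 and 6.23 ± 7.76 (SD, n = 3 each), and the log2 fold change was 5.69 (standard error 0.98, adjusted p = 0.0138 by the same test). With 1 of the 6 libraries left out in turn, it ranged from 5.26 to 7.57. Without *daf-16(0)* replicate 2 the adjusted p was 0.0569 with a log2 fold change of 5.66, and across all alternatives tried the adjusted p ranged from 4.63e-38 to 0.0569. *col-19* lies within *ZK1193.2*, a gene on the opposite strand with at most 354 expected counts in any library.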

Consistent with the data from *col-19p*::*gfp* experiments, we found that endogenous *col-19* was highly and significantly upregulated in *daf-16* mutants. Furthermore, 19/22 other adult-enriched collagens were also upregulated (Fig 1E and S3 Table). 

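S3 Table lists 22 adult-enriched collagens besides *col-19*, chosen by the study from stage-specific expression data that did not come from these libraries. In the 4 libraries of the paper's comparison, 21 of the 22 were tested and 18 were upregulated at an adjusted p of 0.05 or less by edgeR's quasi-likelihood test, and also 18 with the p-values adjusted over the list alone. The smallest log2 fold change among the 18 was 2.49, the median over the list was 5.90 (also 5.90 with the 2 genes at the floor set to their bounds), with quartiles of 4.35 and 7.04, and the largest adjusted p of the 18 was 0.0146 by the same test. *col-62* had no counts in any control library and was at least 108-fold higher in *daf-16(0)* replicates 2 and 3. The median level over the 22 genes was 296 and 149 normalized CPM in *daf-16(0)* replicates 2 and 3 and 4.12 and 2.05 in control replicates 1 and 2. In 20 of the 22 genes both *daf-16(0)* libraries were above both controls, an order that chance gives in 16.7% of genes. Genes measured in the same libraries are not independent, so this and later counts of such orders are not tests.

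The other 4 genes were *col-95*, *col-96*, *col-101* and *col-135*. *col-101* had a log2 fold change of 0.60 (standard error 0.56, adjusted p = 0.468 by edgeR's quasi-likelihood test), within the spread between replicates. Over all 6 libraries its log2 fold change was 1.59 (standard error 0.66, adjusted p = 0.153 by the same test), with 138 normalized CPM in *daf-16(0)* replicate 1. *col-95* had a log2 fold change of 0.56 in the 4 libraries and 1.34 in all 6, which became -2.02 without *daf-16(0)* replicate 1 and 3.88 without control replicate 3. *col-96* had a log2 fold change of -1.14, which rested on control replicate 1 (36.9 normalized CPM against 1.25 in replicate 2) and was 2.75 without that library. *col-135* was left untested by edgeR's filter on low counts, with 59 and 7 expected counts in *daf-16(0)* replicates 2 and 3 and 1 and 0 in control replicates 1 and 2. DESeq2 on the 4 libraries gave it a log2 fold change of 5.78 (standard error 2.26, adjusted p = 0.0439 by DESeq2's Wald test).

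Over all 6 libraries, 10 of the 22 genes were upregulated, 17 with adjustment over the list alone, and the median log2 fold change was 3.78. The median level was 427 normalized CPM in *daf-16(0)* replicate 1 and 24.7 in control replicate 3. Without control replicate 3 the count was 18, and without any 1 of the other 5 libraries it was 7 or 8. With adjustment over the list alone, the fits with 1 library left out called from 12 to 19 genes. All 3 *daf-16(0)* libraries were above all 3 controls in 17 of the 22 genes, an order that chance gives in 5% of genes. Of the 23 adult-enriched collagens, 7 overlap another protein-coding gene. In the 4 libraries of the paper's comparison the median log2 fold change was 4.82 for 29 collagens with a peak in L4 in S3 Table and 6.57 for the 6 yolk genes. Over all 6 libraries these medians were 4.71 and 2.46, and 0 yolk genes were called.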

Similar to *col-19p*::*gfp*, most of these adult-enriched collagens appear to be expressed in seam cells and in hyp7 (S4 Table). Consistent with the upregulation of adult-enriched collagens, 23/24 dauer-enriched collagens were downregulated in *daf-16(0)* dauer larvae (Fig 1E), indicating an overall shift to genes required for adult cuticle formation in *daf-16(0)* dauer larvae.

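Of the 24 dauer-enriched collagens of S3 Table, 23 were tested in the 4 libraries of the paper's comparison. All 23 were downregulated at an adjusted p of 0.0442 or less by edgeR's quasi-likelihood test, and also all 23 with adjustment over the list alone. Their log2 fold changes ranged from -5.63 (*col-108*) to -2.73 (*col-163*), with a median of -4.32. The median level was 99.5 and 141 normalized CPM in *daf-16(0)* replicates 2 and 3 and 2536 and 2889 in control replicates 1 and 2. *col-83* was not tested, having at most 7 expected counts in any library. *col-2* was the most abundant of the 24 in control replicate 2, with 19313 normalized CPM there and 13052 in control replicate 1, against 467 and 788 in *daf-16(0)* replicates 2 and 3.

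The median log2 fold change with all 6 libraries was -4.58. By edgeR's quasi-likelihood test 7 of the 24 genes were called, with adjusted p-values from 0.0188 to 0.122 over the 23 tested, and 23 were called with adjustment over the list alone. Sums over the 24 genes were 91.5 normalized CPM in *daf-16(0)* replicate 1, 4039 in replicate 2 and 5429 in replicate 3, and 88379, 133170 and 36342 in control replicates 1 to 3. *daf-16(0)* replicate 1, outside the paper's comparison, was thus far below the other *daf-16(0)* libraries, and 19 genes were called without it. Without 1 of the others the count was 0 (*daf-16(0)* replicate 2), 2 (*daf-16(0)* replicate 3), 1 (control replicate 1), 1 (control replicate 2) and 12 (control replicate 3). With adjustment over the list alone, these fits called 21, 22, 23, 22 and 23 genes in the same order. In each set of libraries, 23 of the 24 genes were lower in each *daf-16(0)* library than in each control library, where chance gives this order in 16.7% of genes for 2 against 2 libraries and 5% for 3 against 3. Among the 109 other collagens, 47 were upregulated and 21 downregulated in the paper's comparison, and 47 and 17 in all 6 libraries.

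**Figure D1:**
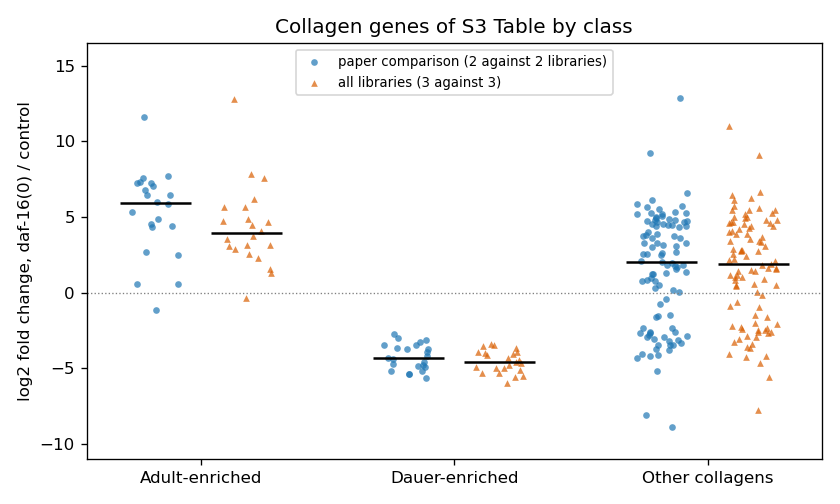
Log2 fold change (*daf-16(0)* over control) of each tested collagen gene by class, with circles for the 4 libraries of the paper's comparison, triangles for all 6 libraries and a black line at each median. The medians of the adult-enriched class, with *col-19* included, are 5.94 and 3.94, those of the dauer-enriched class -4.32 and -4.58, and those of the other collagens 2.06 and 1.87.

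From the upregulated adult-enriched and the downregulated dauer-enriched collagens, the paper concludes that expression in *daf-16(0)* dauer larvae shifts toward genes needed to form the adult cuticle.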

In wild-type animals, the onset of *col-19p*::*gfp* expression coincides with several other characteristics of adult seam cell fate, including the production of adult alae, cell-cycle exit, and seam-cell fusion [23,24,41]. Although *daf-16(0)* dauer larvae express adult collagens, they do not display these other adult characteristics. Consistent with previous reports, we observed that *daf-16(0)* dauer larvae display dauer alae, which are distinct from adult alae [15,34]. Using the *wIs78* transgenic strain that expresses GFP in both seam cell nuclei *(scm*::*gfp)* and apical junctions *(ajm-1*::*gfp)* [42], we found that seam cells in *daf-16(0)* dauer larvae remained unfused (S3 Fig). Additionally, seam cells in *daf-16(0)* dauer larvae failed to maintain quiescence and underwent cell divisions (S3 Fig). These cell divisions were similar to the asymmetric divisions that normally occur during the L1, L3, and L4 stages (S3 Fig). Seam cell division does not occur during either adult or dauer stages in wild-type animals, however *daf-16*/FOXO is required for cell-cycle arrest in other contexts [21,22]. Therefore, during dauer, *daf-16*/FOXO both promotes seam cell quiescence and blocks adult cell fate, where its role in regulating seam cell fate is predominantly to control stage-specific collagen expression.

### *daf-16* promotes expression of *lin-41* during dauer

During continuous development, the timing of *col-19p*::*gfp* expression is regulated by the heterochronic gene network [24,28,33,43]. To determine how *daf-16* interacts with heterochronic genes, we began by asking whether heterochronic genes that oppose adult cell fate during continuous development might also be required to block *col-19p*::*gfp* expression during dauer. We focused on the three most downstream of these heterochronic genes, *lin-14*, *hbl-1*, and *lin-41* (Fig 2A). We found that knockdown of *lin-14* and *hbl-1* resulted in little to no *col-19p*::*gfp* expression in hypodermal cells whereas *lin-41* RNAi resulted in penetrant *col-19p*::*gfp* expression in lateral hypodermal cells during dauer (Fig 2B). Similar to *daf-16(RNAi)*, *col-19p*::*gfp* expression in *lin-41(RNAi)* dauer larvae was brightest in the posterior of the worm, and dim or absent in the anterior. However, overall *col-19p*::*gfp* expression was dimmer in *lin-41(RNAi)* dauer larvae compared to *daf-16(RNAi)* (S4 Fig). In addition, some *col-19p*::*gfp* expression was observed in non-hypodermal cell types in *hbl-1(RNAi)* and *lin-41(RNAi)* dauer larvae (S5 Fig).

**Fig 2:**
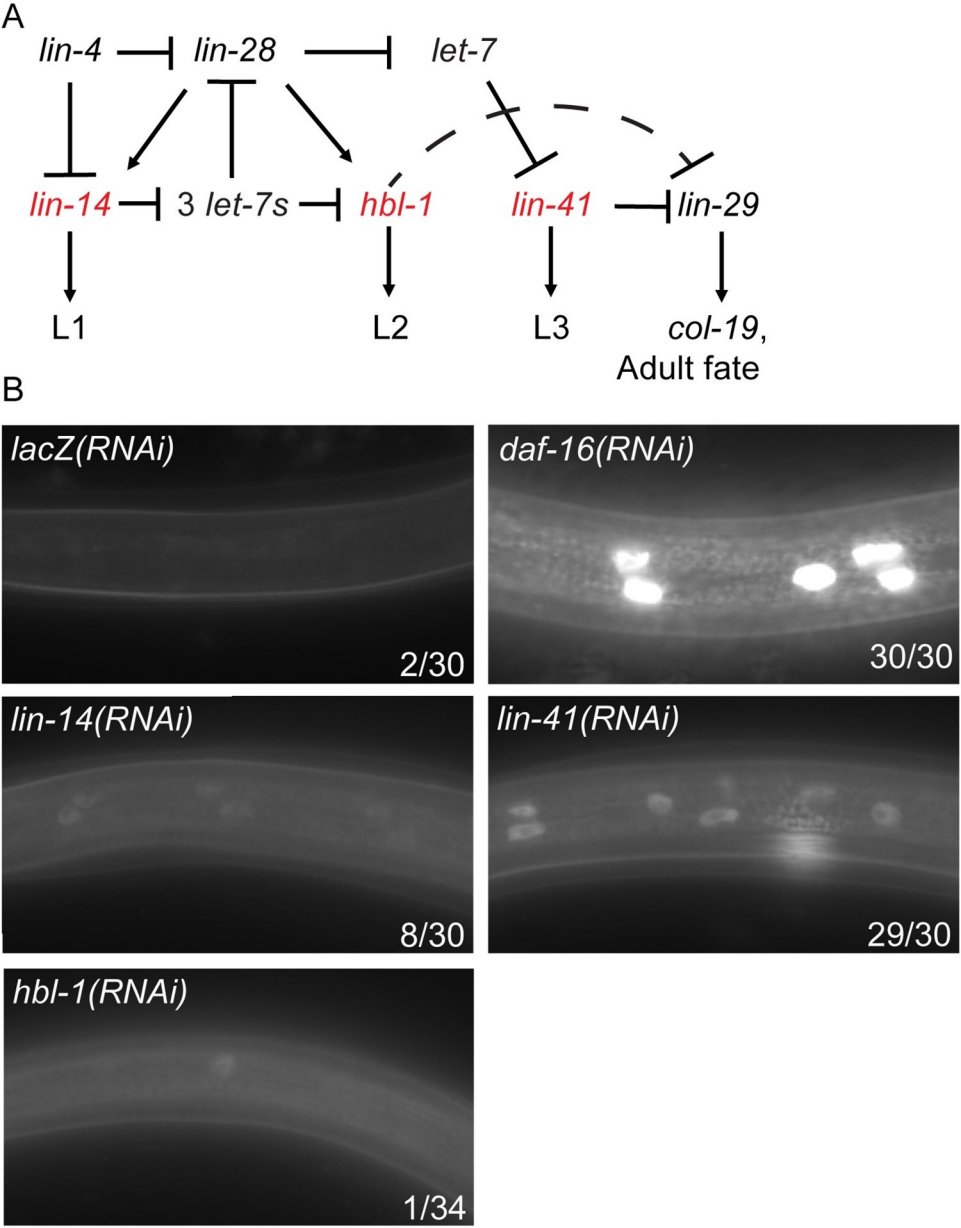
*lin-41* is required to prevent precocious adoption of adult cell fate during dauer. (A) A simplified diagram of the network of heterochronic genes that regulates stage-specific seam cell fate during continuous development. “3 *let-7s”* indicates the *let-7* family members, *mir-48*, *mir-84*, and *mir-241*. Genes in red are the most downstream positive regulators of larval cell fates [25]. (B) Precocious hypodermal expression of *col-19p*::*gfp* in dauer larvae in response to RNAi of heterochronic genes compared to the *lacZ* and *daf-16* RNAi controls. Images were taken with a 63x objective. Numbers indicate the number of larvae expressing any hypodermal *col-19p*::*gfp* over the total number of dauer larvae scored. *lin-14* RNAi induced only dim expression of *col-19p*::*gfp*, at low penetrance. *hbl-1* RNAi did not induce hypodermal expression of *col-19p*::*gfp*. *lin-41* RNAi caused highly penetrant expression of *col-19p*::*gfp* during dauer.

Since both *daf-16* and *lin-41* block *col-19p*::*gfp* expression in dauer larvae, we asked whether *daf-16* regulates *lin-41* expression. We examined our mRNA-seq data and also performed qPCR on *daf-16(0)* and control dauer larvae. In these experiments, *lin-41* was downregulated approximately 2-fold in *daf-16(0)* dauers compared to control dauer larvae (Fig 3A). In contrast, there was no significant change in mRNA levels of the other core heterochronic genes (S6 Fig). Together, these data suggest that during dauer, *daf-16* specifically promotes *lin-41* expression to block *col-19p*::*gfp* and adult cell fate, and that in *daf-16(-)* dauers, lower levels of *lin-41* lead to precocious *col-19p*::*gfp* expression.

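In the mRNA-seq data, *lin-41* (WBGene00003026, chromosome I of WBcel235, 9334812 to 9342496, reverse strand) had 84.0 and 182 normalized CPM in *daf-16(0)* replicates 2 and 3, and 418 and 225 in control replicates 1 and 2. The means were 133 ± 69.2 and 321 ± 136 (SD, n = 2 each). The fitted log2 fold change of -1.25 (standard error 0.49), a 2.38-fold decrease, had an unadjusted p of 0.0408 and an adjusted p of 0.123 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of the libraries outside the paper's comparison, *daf-16(0)* replicate 1 had 146 normalized CPM and control replicate 3 had 180, just below *daf-16(0)* replicate 3. Over all 6 libraries the means were 137 ± 49.6 and 274 ± 126 (SD, n = 3 each), and the log2 fold change was -0.996 (standard error 0.43, adjusted p = 0.165 by edgeR's quasi-likelihood test). The 2 settings that gave an adjusted p under 0.05 were DESeq2 on the 4 libraries (0.0468) and edgeR with no filter on low counts (0.0322), and over all alternatives it ranged from 0.0322 to 0.431. The sign was negative in every fit. With 1 of the 6 libraries left out in turn, the log2 fold change ranged from -1.26 to -0.55, and it was nearest 0 without control replicate 1. With 1 of the 4 libraries left out it ranged from -1.88 without *daf-16(0)* replicate 3 to -0.74 without control replicate 1.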

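None of the 5 other core heterochronic genes passed an adjusted p of 0.05 in the 4 libraries or in all 6 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, and 1 of them had an unadjusted p under 0.05 in each set. That gene was *lin-28* (WBGene00003014, chromosome I, 8407802 to 8410804). It had 24.5 ± 6.12 normalized CPM in *daf-16(0)* and 49.8 ± 3.94 in control (SD, n = 2 each). Its log2 fold change was -1.01 (standard error 0.34, unadjusted p = 0.0227, adjusted p = 0.0885 by edgeR's quasi-likelihood test). *daf-16(0)* replicate 1 had 25.3 and control replicate 3 had 35.6 normalized CPM, so that all 3 *daf-16(0)* libraries were below all 3 controls, and the log2 fold change over all 6 libraries was -0.86 (standard error 0.31, adjusted p = 0.102 by the same test). The adjusted p of *lin-28* ranged from 0.0514 to 0.258 over all alternatives.

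*lin-14* (chromosome X, 11465557 to 11484368) had a log2 fold change of 0.42 (standard error 0.44), *hbl-1* (chromosome X, 5822277 to 5827755) one of -0.46 (standard error 0.48) and *lin-42* (chromosome II, 1233236 to 1252359) one of -0.23 (standard error 0.43). These differences were within the spread between replicates. With all 6 libraries they were 0.37, -0.18 and 0.14, and the adjusted p of the 3 genes was 0.308 or more in every alternative by the test of that setting. Leaving out 1 library changed their signs. Of the 4 libraries, without *daf-16(0)* replicate 3 *lin-14* was at -0.13, without *daf-16(0)* replicate 2 *hbl-1* was at 0.0084, and without control replicate 1 *lin-42* was at 0.31. The log2 fold change of *lin-41* had a standard error of 0.49 in the same fit, and the difference between *lin-41* and these genes was not tested.

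**Figure D2:**
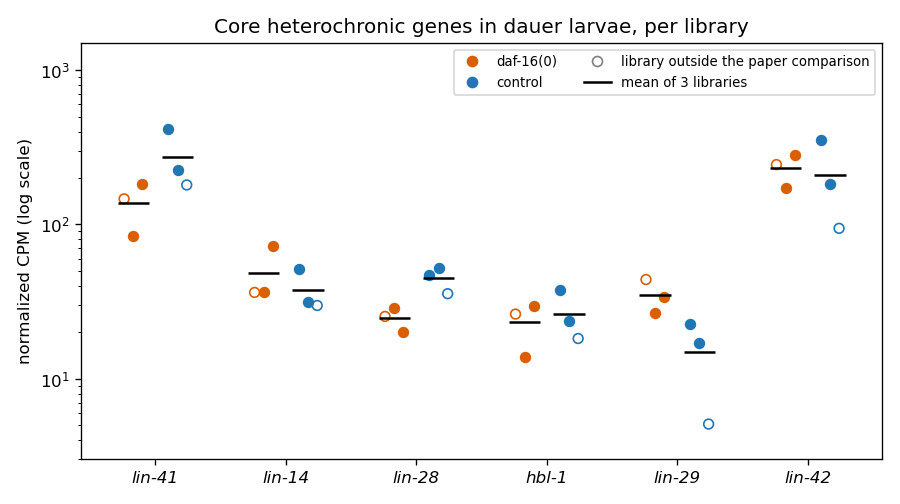
Normalized CPM (log scale) of *lin-41* and the other core heterochronic genes in each library, with *daf-16(0)* in orange, control in blue, open circles for the libraries outside the paper's comparison and black lines at the means of 3 libraries. *lin-41* lies between 84.0 and 182 in *daf-16(0)* and between 180 and 418 in control.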

**Fig 3:**
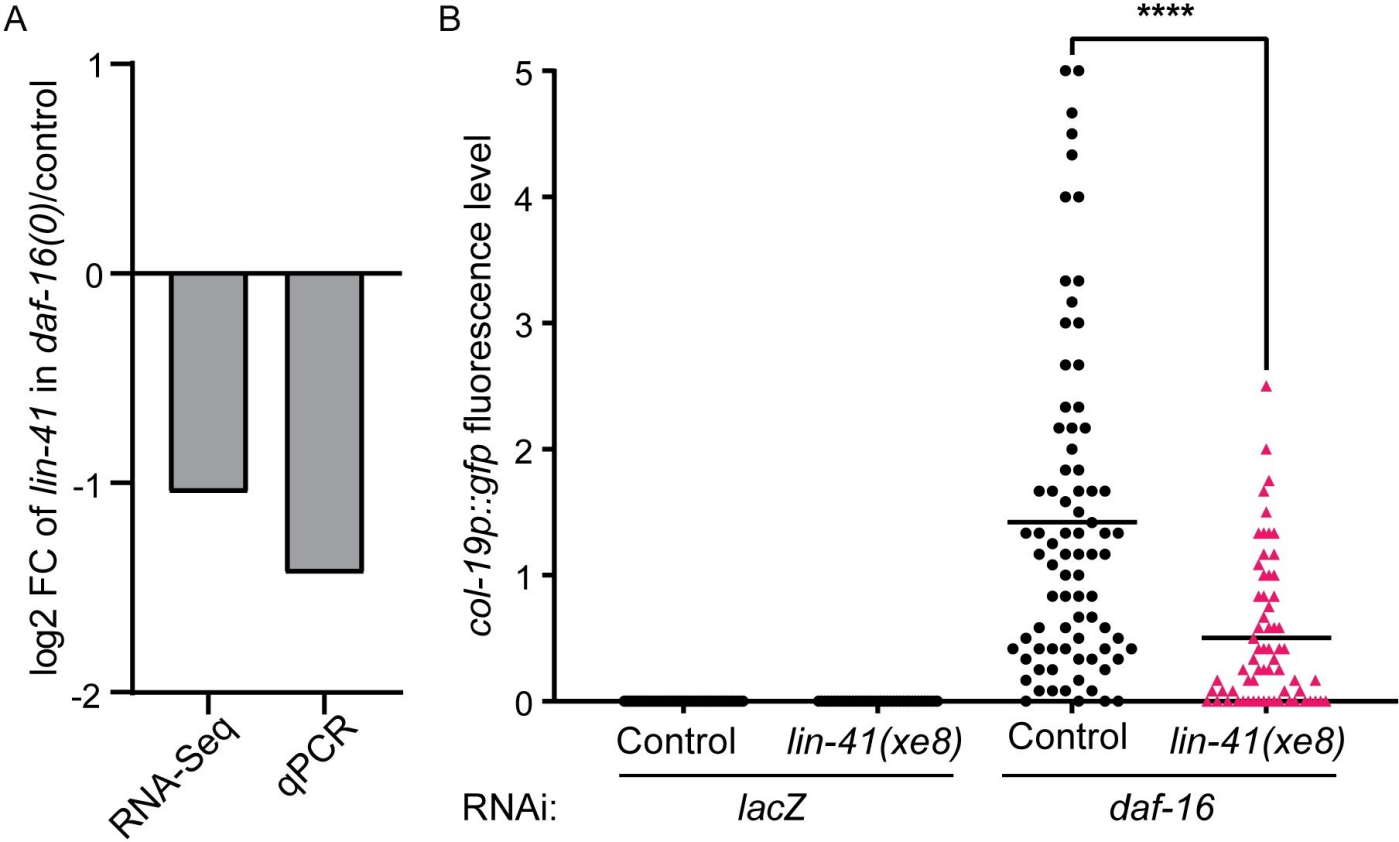
*daf-16* promotes *lin-41* expression during dauer to regulate *col-19p*::*gfp*. (A) *lin-41* was downregulated in *daf-16(0); daf-7* dauer larvae compared to *daf-7* (control) dauers, as measured by mRNA-seq (FDR < 0.05) and qPCR (p = 0.2, two-tailed Mann-Whitney test). At least two biological replicates per strain were used (see Methods). Raw qPCR data are shown in S5 Table. (B) Misexpression of *lin-41* caused by *lin-41(xe8[Δ3’UTR])* suppressed the *col-19p*::*gfp* phenotype in *daf-16(RNAi)* dauer larvae. Fluorescence levels were determined as described in S7 Fig. Each point represents an individual worm; horizontal lines indicate the mean fluorescence level. ****p<0.0001 (Two-tailed Mann-Whitney Test). n = 39–80; see S6 Table for complete underlying numerical data.

To test whether reduced *lin-41* levels are required for precocious *col-19p*::*gfp* expression in *daf-16(0)* dauers, we performed *daf-16* RNAi on a strain in which *lin-41* is misexpressed. To do this, we took advantage of the *lin-41(xe8[Δ3’UTR])* allele which prevents the normal downregulation of *lin-41* in late larval stages and causes a strong gain-of-function phenotype [44,45]. We found the *col-19p*::*gfp* phenotype produced by *daf-16(RNAi)* was markedly suppressed in *lin-41(xe8)* dauer larvae, consistent with the hypothesis that *daf-16* works through *lin-41* to block *col-19p*::*gfp* expression during dauer (Fig 3B). To ensure that the observed suppression was not due to the *lin-41(xe8)* strain being less sensitive to RNAi, we tested the response of *lin-41(xe8)* and control strains to *unc-22* RNAi and found a similar response in both strains (S8 Fig).

### *lin-29* is not required for *col-19p*::*gfp* expression in *lin-41(-)* dauer larvae

During continuous development, *lin-41* opposes *col-19p*::*gfp* and adult cell fate by directly repressing the translation of the LIN-29 transcription factor [30,32]. LIN-29 is in turn a direct activator of *col-19* transcription and is thought to be the most downstream regulator of other aspects of adult cell fate [26,27,31]. If the *col-19p*::*gfp* expression observed in *lin-41(RNAi)* dauer larvae is due to misexpression of LIN-29, then loss of *lin-29* should prevent *col-19p*::*gfp* expression. To ask this question, we used the *lin-29(xe37)* deletion allele that removes all but 27 amino acids of LIN-29 [45]. Surprisingly, we saw no effect of the loss of *lin-29* on the expression of *col-19p*::*gfp* in *lin-41(RNAi)* dauer larvae (Fig 4A). As a control, we established that our strain produced the expected *lin-29(0)* phenotypes in adults: a drastic reduction of *col-19p*::*gfp* and a complete lack of adult alae formation (S9 Fig).

**Fig 4:**
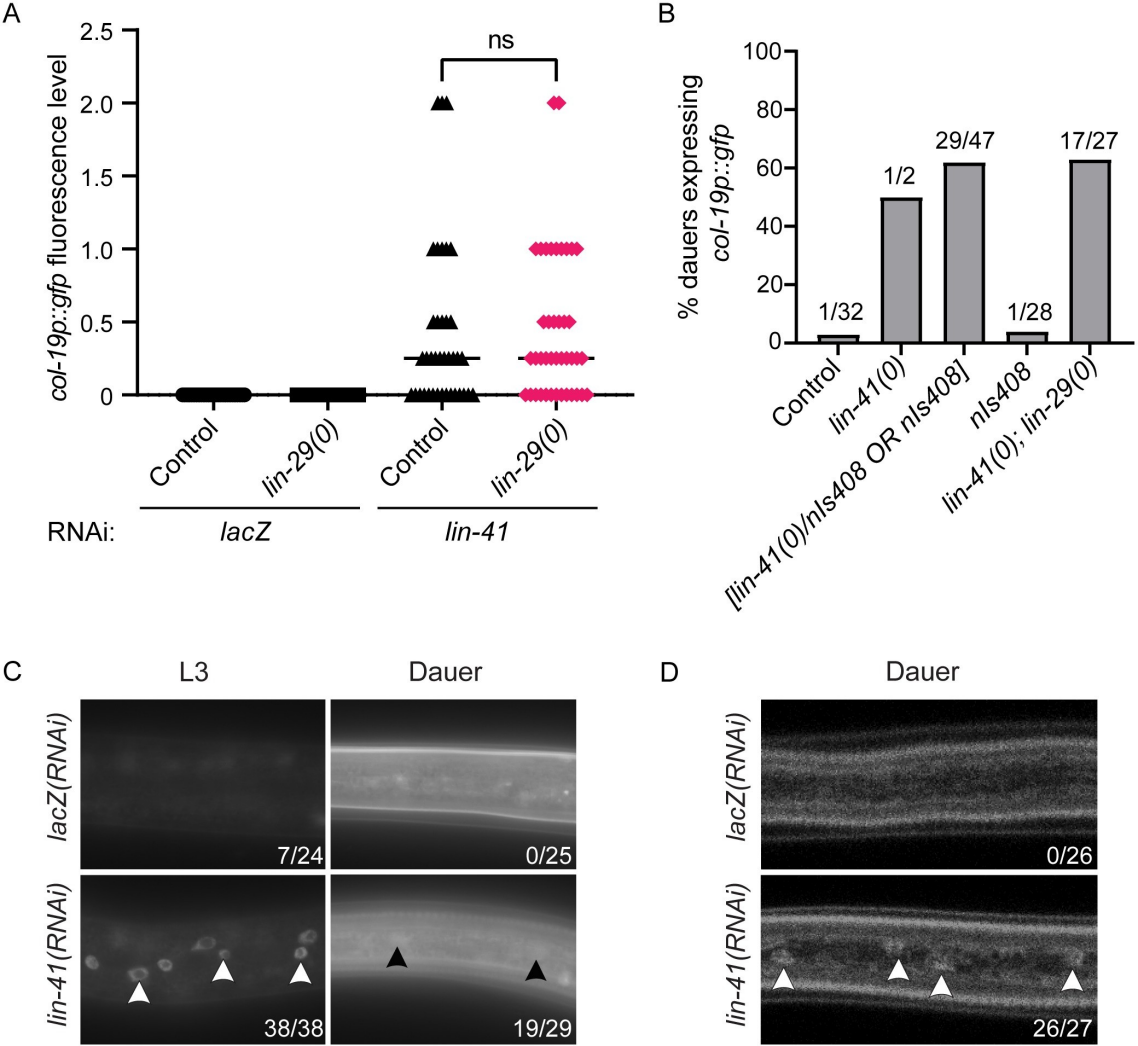
*lin-41* regulates *col-19p*::*gfp* independently of *lin-29* in dauer larvae. (A) *lin-29* is not required for *col-19p*::*gfp* expression in *lin-41(RNAi)* dauers. Fluorescence levels were determined as described in S7 Fig. ns = not significant (p = 0.4856, two-tailed Mann-Whitney Test). n = 33–41; see S7 Table for complete underlying numerical data. (B) *lin-41(0); lin-29(0)* dauer larvae expressed *col-19p*::*gfp*. *nIs408* is a transgene used to balance *lin-41(0)* (see text). *lin-41(0)* larvae are dauer-defective [47]. Numbers indicate the number of dauers expressing *col-19p*::*gfp* over total dauers scored. (C, D) *lin-29*::*gfp* expression imaged on a compound microscope (C) or a confocal microscope (D). Images were taken with a 63x objective. Arrowheads indicate hypodermal nuclei with visible *lin-29*::*gfp* expression. Numbers indicate the number of larvae expressing any detectable *lin-29*::*gfp* over total number of larvae. *lin-41(RNAi)* produced substantial precocious expression of *lin-29*::*gfp* in continuously developing L3 staged larvae, easily discernable under the compound microscope. However, *lin-41(RNAi)* produced only very dim expression in dauer larvae. Dauer larvae produce substantial autofluorescence at the microscope settings required to visualize *lin-29*::*gfp*.

We next confirmed the *lin-41* RNAi results using the null allele *lin-41(n2914)*. Since *lin-41(0)* hermaphrodites are sterile [30], we used an available transgene that is integrated close to the *lin-41* locus as a balancer: *nIs408[lin-29*::*mCherry*, *ttx-3p*::*gfp]* [46]. This transgene had the added advantage of rescuing some of the *lin-29(0)* defects, making the strain easier to maintain (see Methods). When we induced dauer formation in the progeny of *lin-41(0)/nIs408* and *lin-41(0)/nIs408; lin-29(0)* mothers, we found that *lin-41(0); lin-29(+)* homozygous larvae, recognized by the lack of *ttx-3p*::*gfp* expression, were largely dauer defective (see [47]). Of the two *lin-41(0)* dauer larvae we recovered, one expressed *col-19p*::*gfp* (Fig 4B). Interestingly, 62% of larvae expressing *ttx-3p*::*gfp* displayed *col-19p*::*gfp* expression. This percentage is close to the 2/3 of transgene-containing larvae segregating from the heterozygous parent that would be predicted to be *lin-41(0)/nIs408* heterozygotes, suggesting that *lin-41* is haploinsufficient in its role in blocking *col-19p*::*gfp* during dauer. To bolster this supposition, we confirmed that dauer larvae homozygous for *nIs408* do not express *col-19p*::*gfp* (Fig 4B).

Although *lin-41(0)* homozygous larvae display a dauer-defective phenotype, *lin-41(0); lin-29(0)* larvae do not [47]. We were therefore able to test *lin-41(0); lin-29(0)* dauer larvae for *col-19p*::*gfp* expression. Approximately half of these larvae expressed *col-19p*::*gfp* (Fig 4B). Although the dauer-defective phenotype of *lin-41(0)* single mutants prevented us from determining the extent to which loss of *lin-29* suppresses the *col-19p*::*gfp* phenotype in *lin-41(0)* homozygous mutant dauer larvae, these results do confirm that *col-19p*::*gfp* can be misexpressed in *lin-41(0)* dauer larvae even in the absence of *lin-29*.

To better understand the relationship between *lin-41* and *lin-29* during dauer, we asked whether *lin-41* is required to block LIN-29 expression in dauer larvae. During continuous development, *lin-41* mutants display precocious hypodermal expression of LIN-29 [30,32]. We used *lin-29(xe61[lin-29*::*gfp])*, which tags both isoforms of *lin-29* [32] to assess the effect of *lin-41* RNAi during dauer. Using settings that allow unambiguous visualization of hypodermal *lin-29*::*gfp* during L4 and adult stages, we saw only extremely dim *lin-29*::*gfp* expression in *lin-41(RNAi)* dauer larvae, just at the edge of detection (Fig 4C). We used confocal microscopy as a more sensitive assay to confirm that *lin-29*::*gfp* is expressed, albeit at very low levels in *lin-41(RNAi)* but not control dauer larvae (Fig 4D). In control RNAi experiments run in parallel, *lin-41(RNAi)* was able to cause strong *col-19p*::*gfp* expression in dauer larvae (24/27 larvae examined), demonstrating that there were no technical problems in the RNAi experiment that would lead to such low expression. Finally, we confirmed that *lin-41(RNAi)* produces the expected precocious *lin-29*::*gfp* expression in L3 staged larvae that developed continuously (Fig 4C). Taken together, contrary to the role of *lin-29* during continuous development, our data indicate that *lin-41* regulates *col-19p*::*gfp* expression in dauer larvae and that *lin-29* does not play a significant role in this regulation.

### *daf-16* acts at least partially independently of *lin-29* to regulate *col-19p*::*gfp* during dauer

As described above, *daf-16* promotes *lin-41* expression during dauer, and misexpression of *lin-41* suppresses the precocious *col-19p*::*gfp* expression observed in *daf-16(0)* dauer larvae. Since *lin-29* was not required for misexpression of *col-19p*::*gfp* in *lin-41(-)* dauer larvae, we hypothesized that *lin-29* would also be dispensable for *col-19p*::*gfp* expression in *daf-16(-)* dauer larvae. We found that neither of two *lin-29* null alleles affected the penetrance of *col-19p*::*gfp* expression in *daf-16(0)* mutant dauers, demonstrating that the misexpression of *col-19p*::*gfp* in *daf-16(0)* dauer larvae does not depend on *lin-29* (Fig 5A). However, when we compared levels of expression between the strains, we found a small but statistically significant decrease in expression in dauer larvae that lack *lin-29*, indicating that the presence of *lin-29* bolsters *col-19p*::*gfp* expression slightly (Fig 5B). We next asked whether loss of *daf-16* affects expression of *lin-29*. 

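*lin-29* (WBGene00003015, chromosome II of WBcel235, 11917642 to 11935343, reverse strand) had 26.6 and 33.7 normalized CPM in *daf-16(0)* replicates 2 and 3 and 22.7 and 17.0 in control replicates 1 and 2. The means were 30.1 ± 4.99 and 19.8 ± 4.05 (SD, n = 2 each), a log2 fold change of 0.62 (standard error 0.36, adjusted p = 0.255 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). *daf-16(0)* replicate 1, with 43.9 normalized CPM, and control replicate 3, with 5.08, lay further apart. Over all 6 libraries the means were 34.7 ± 8.71 and 14.9 ± 8.99 (SD, n = 3 each) and the log2 fold change was 1.23 (standard error 0.55, adjusted p = 0.175 by the same test). All 3 *daf-16(0)* libraries were above all 3 controls. The adjusted p ranged from 0.1247 to 0.366 over all alternatives, and with 1 of the 6 libraries left out the log2 fold change ranged from 0.83 (without control replicate 3) to 1.67 (without control replicate 1). The counts are of the whole gene and do not separate its isoforms.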

Examining our mRNA-seq data, no significant difference in *lin-29* mRNA levels were observed in *daf-16(0)* vs. control dauer larvae (S6 Fig). However, during continuous development, regulation of *lin-29a* by *lin-41* occurs translationally and may not be evident from mRNA levels [32,48]. We next examined *lin-29*::*gfp* expression in *daf-16(0)* dauer larvae. Unlike the dim *lin-29*::*gfp* expression we observed in *lin-41(RNAi)* dauer larvae, *lin-29*::*gfp* expression in the hypodermis was completely undetectable in *daf-16(0)* dauer larvae. Using confocal microscopy, 0/24 *daf-16(0)* dauer larvae displayed detectable *lin-29*::*gfp*. Taken together, these experiments demonstrate that *daf-16* regulates *col-19p*::*gfp* expression largely independently of *lin-29*.

**Fig 5:**
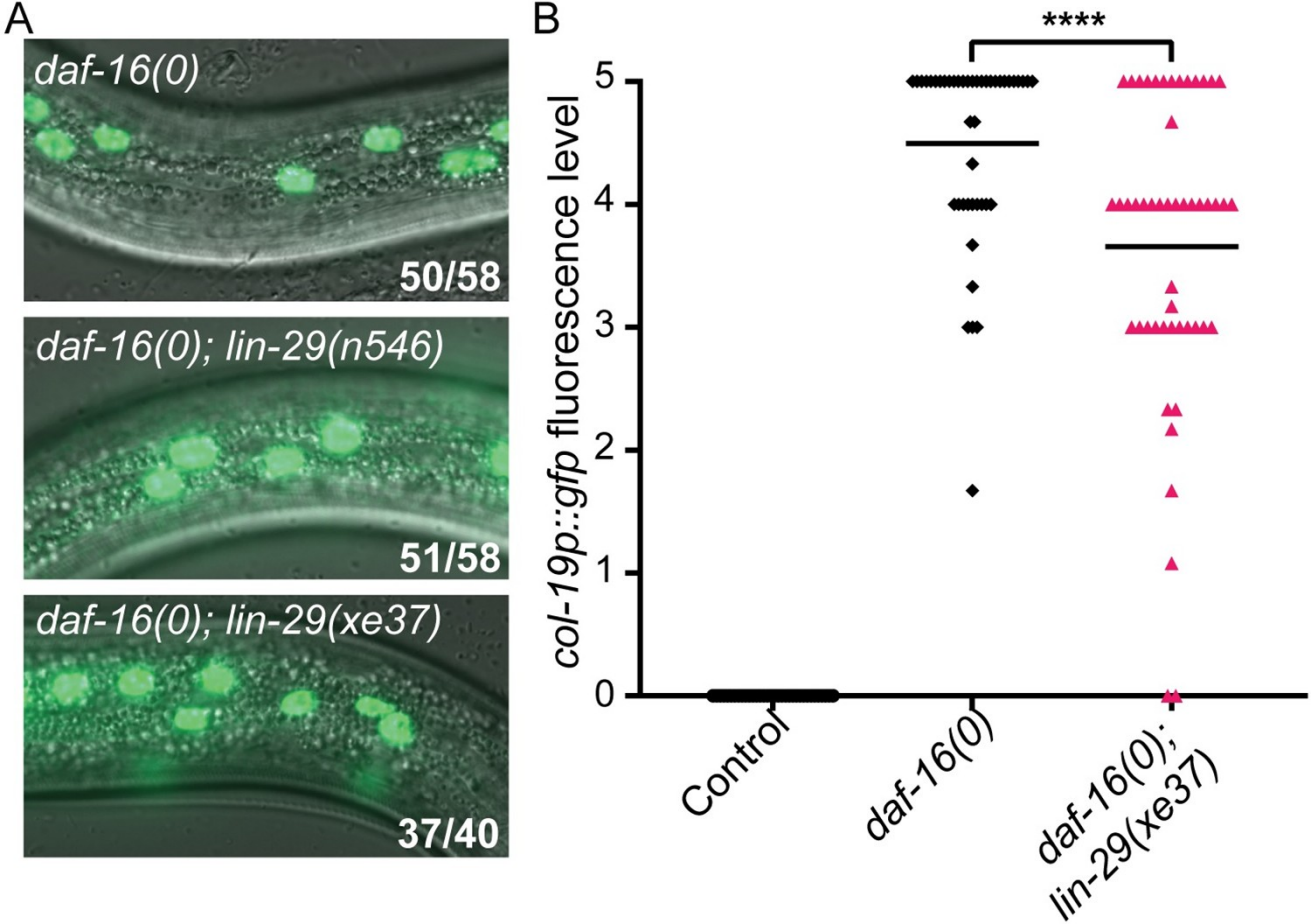
*daf-16* acts at least partially independently of *lin-29* to block adult cell fate during dauer. (A) *daf-16(0); lin-29(0)* dauers expressed *col-19p*::*gfp* at a similar penetrance to *daf-16(0)* dauers. *n546* is a nonsense mutation and *xe37* is a deletion of all but 27 amino acids. Images were taken with a 63x objective. Numbers indicate the number of dauers expressing hypodermal *col-19p*::*gfp* over the total number of dauers. (B) Levels of *col-19p*::*gfp* are slightly reduced in *daf-16(0); lin-29(xe37)* dauer larvae compared to *daf-16(0)* dauers. Fluorescence levels were determined as described in S7 Fig. ****p<0.0001 (Two-tailed Mann-Whitney Test). n = 34–50; see S8 Table for complete underlying numerical data.

### *daf-16*/FOXO regulates the expression of many genes during dauer

Since the key downstream regulator of *col-19* expression is not required for the misexpression of *col-19p*::*gfp* in *daf-16(0)* dauer larvae, one or more different regulators must activate or derepress *col-19p*::*gfp* expression in this context. One possibility is that DAF-16 itself is a direct activator. Two pieces of indirect evidence initially argued against this possibility. First, the promoter sequence used in the *col-19p*::*gfp* transgene does not contain a canonical DAF-16/FOXO binding element (TGTTTAC) (S10 Fig) [49]. Furthermore, ChIP-seq experiments performed as part of modENCODE and displayed on WormBase did not show binding of DAF-16 to the *col-19* promoter [50]. However, this evidence is not conclusive. The consensus sequence for DAF-16/FOXO binding elements is very broad, leaving open the possibility that DAF-16 could recognize a non-canonical site [51]. In addition, the ChIP-seq experiments were carried out during the L4/young adult stage, whereas the only time that we see aberrant *col-19p*::*gfp* expression in *daf-16(0)* mutant larvae is during dauer. To more definitively test DAF-16 binding at the *col-19* promoter during the dauer stage, we used an endogenously tagged *daf-16*::*zf1*::*wrmScarlet*::*3xFLAG* strain to perform ChIP-qPCR during dauer. As expected, the promoter for a confirmed DAF-16 target, *mtl-1* [52,53] showed 18–30 fold enrichment in the *daf-16*::*3xflag* ChIP sample compared to wild type. By contrast, the promoter for *col-19* showed only 2-4-fold enrichment in the *daf-16*::*3xflag* ChIP sample compared to wild type (Figs 6A and S11). This lower level of DAF-16 enrichment at the *col-19* promoter was comparable to the DAF-16 enrichment at the coding region of the heterochromatinized gene *bath-45*, suggesting that the DAF-16 ChIP-qPCR experiments were inherently noisy. These data indicate that *daf-16* blocks *col-19p*::*gfp* expression indirectly.

**Fig 6:**
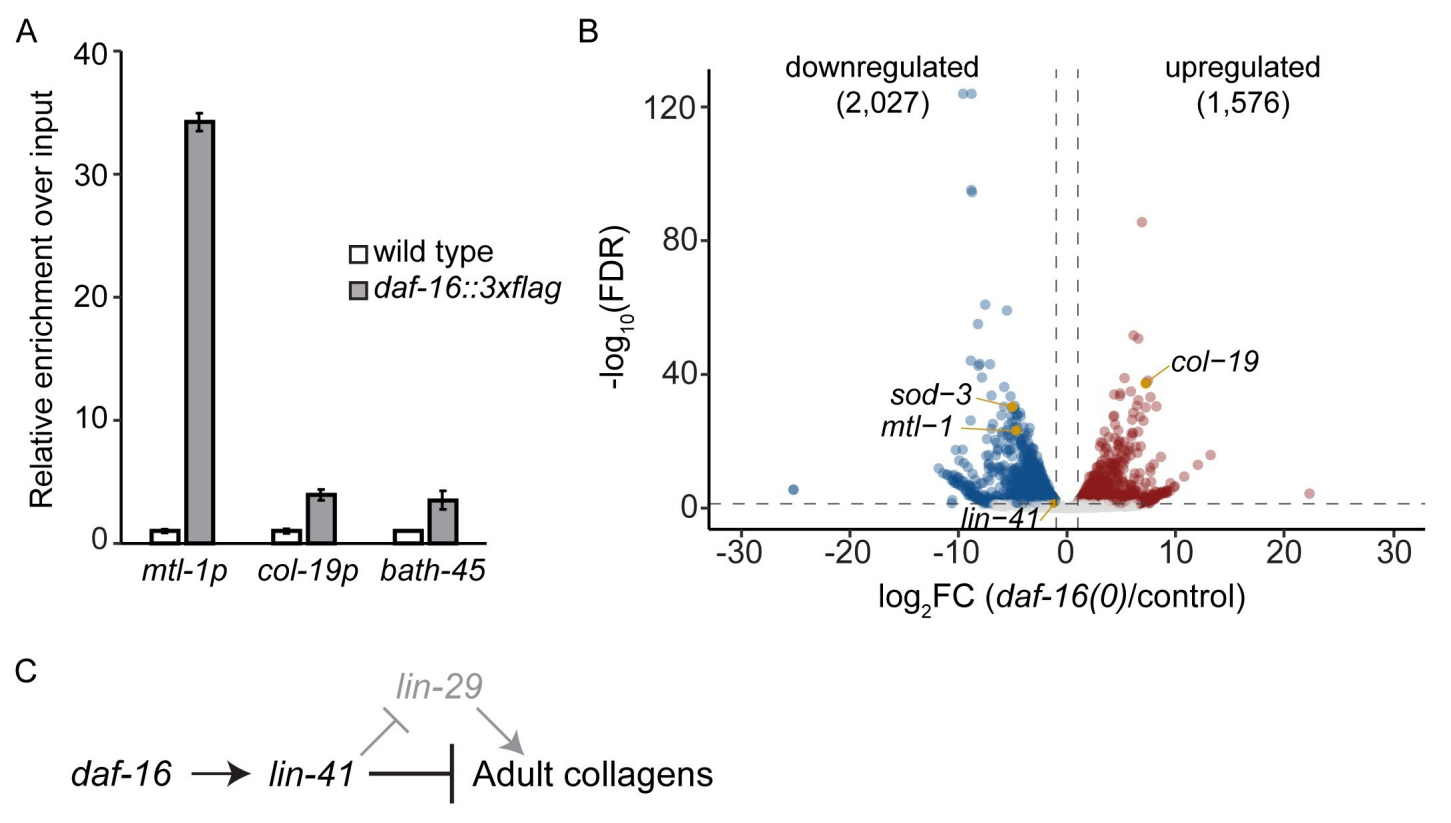
Gene expression changes in *daf-16(0)* dauer larvae. (A) DAF-16 is not enriched at the *col-19* promoter. ChIP-qPCR experiments were performed on N2 or *daf-16(ar620[daf-16*::*zf1-wrmScarlet-3xFLAG])* dauer larvae. Binding of DAF-16-3xFLAG was first normalized to input, and then to the average of the respective wild-type value (mean +/- SD for two technical replicates) is shown. Binding to the *col-19* promoter was not observed, whereas there was substantial binding to the promoter of the known DAF-16 target *mtl-1* [52,53]. The coding region of the heterochromatinized gene *bath-45* was used as negative control. A second biological replicate is shown in S11 Fig, and raw data are shown in S9 Table. (B) Volcano plot showing gene expression changes observed in *daf-16(0)* dauer larvae compared to control dauer larvae. Full mRNA-seq data can be found in NCBI under GEO accession number GSE179166. *mtl-1* and *sod-3* are known transcriptional targets of DAF-16 [52,53,74,75]. (C) Genetic model of the regulation of *col-19p*::*gfp* and adult cell fate during dauer, based on data presented in the text.

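*mtl-1* (WBGene00003473, chromosome V of WBcel235, 6691371 to 6691863, reverse strand) had 17.1 ± 5.56 normalized CPM in *daf-16(0)* and 431 ± 133 in control (SD, n = 2 each). Its log2 fold change was -4.63 (standard error 0.45, adjusted p = 0.00552 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The libraries outside the paper's comparison had 1.44 (*daf-16(0)* replicate 1) and 634 (control replicate 3). With all 6 libraries the log2 fold change was -5.39 (standard error 0.91, adjusted p = 0.0131 by the same test). With 1 library left out, 5 of the 6 fits kept an adjusted p of 0.05 or less, and without *daf-16(0)* replicate 2 it was 0.074. *sod-3* (WBGene00004932, chromosome X, 17092718 to 17094223, forward strand) had 5.48 ± 0.95 normalized CPM in *daf-16(0)* and 180 ± 29.1 in control (SD, n = 2 each). Its log2 fold change was -5.03 (standard error 0.36, adjusted p = 0.0039) in the 4 libraries and -5.47 (standard error 0.42, adjusted p = 0.00105) in all 6 by edgeR's quasi-likelihood test. *daf-16(0)* replicate 1 had 2.94 and control replicate 3 had 252 normalized CPM. *sod-3* overlaps *C08A9.3* on the opposite strand, which had at most 5 expected counts in any *daf-16(0)* library and at least 238 in any control library.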

To identify candidate regulators of *col-19p*::*gfp* and endogenous adult collagen expression during dauer, we looked more broadly at the changes in gene expression that occur downstream of *daf-16*/FOXO using our mRNA-seq data comparing *daf-16(0)* vs. control dauer larvae. 

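Among the 13536 protein-coding genes tested in the 4 libraries of the paper's comparison, 727 were upregulated and 1298 downregulated at least 2-fold with an adjusted p of 0.05 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Of these, 725 and 1296 are also called in the same direction in the authors' deposited table. With DESeq2 on the same 4 libraries the counts were 1595 and 2038, and with no filter on low counts in edgeR they were 1626 and 1971. At the 4-fold threshold given in the paper's methods, 490 genes were upregulated and 827 downregulated. All 6 libraries gave 690 upregulated and 1007 downregulated genes, of which 461 and 848 were called in the 4 libraries. Counts over the 6 libraries changed with single libraries, from 125 and 170 without *daf-16(0)* replicate 2 to 1252 and 1632 without control replicate 3, and without control replicate 1 they were 541 and 447, with 54.8% of the calls upregulated against 35.9% in the 4 libraries. No gene called in the 4 libraries was called in the opposite direction under any alternative.

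The largest increases among genes with an average log2 CPM of at least 3 were in *hsp-16.48*, *col-60*, *col-62*, *msd-4* and *msp-53*. None of the 5 had a count in control replicates 1 and 2. *hsp-16.48* (chromosome V, 9088131 to 9088617) was at least 584-fold higher in *daf-16(0)* replicates 2 and 3, but control replicate 3 had 12.5 normalized CPM, and over all 6 libraries its adjusted p was 0.0683 by edgeR's quasi-likelihood test. *col-60* was at least 258-fold higher, and *msd-4* and *msp-53* at least 58.8-fold and 56.0-fold. The largest decreases were in *M6.11* (at least 219-fold lower), *lipl-8* (at least 166-fold), *igdb-1* (at least 131-fold), *F36G9.7* (at least 125-fold) and *clec-19* (at least 95.9-fold), which had no counts in *daf-16(0)* replicates 2 and 3. *igdb-1* had 11.0 normalized CPM in *daf-16(0)* replicate 1 and no count in control replicate 3, and its adjusted p over all 6 libraries was 0.442 by edgeR's quasi-likelihood test. With 1 of the 6 libraries left out, *hsp-16.48* passed an adjusted p of 0.05 in 1 of 6 fits, *msd-4* in 1, *clec-19* in 2, *msp-53* in 5 and *igdb-1* in 0 by the same test, and the other 5 genes in all 6. *hsp-16.48* and *msp-53* belong to gene families with similar members, so reads may have been split between copies.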

We found that 2027 genes were downregulated ≥2-fold in *daf-16(0)* dauers, and 1576 genes were upregulated ≥2-fold in *daf-16(0)* dauers (FDR ≤ 0.05) (Fig 6B). Interestingly, when we performed functional annotation clustering on these differentially expressed genes using the Database for Annotation, Visualization, and Integrated Discovery (http://david.abcc.ncifcrf.gov/), terms related to collagens and cuticle structure were highly enriched among both downregulated and upregulated genes (S12 and S13 Figs). 

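Collagen genes, taken as the *col* genes of S3 Table, made up 144 of the 13536 genes tested in the 4 libraries. They were 66 of the 727 upregulated genes (9.08%), an odds ratio of 16.3 (adjusted p = 9.56e-45, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 gene group tests). They were also 44 of the 1298 downregulated genes (3.39%), an odds ratio of 4.26 (adjusted p = 3.93e-12, the same Fisher's exact test). In all 6 libraries the odds ratios were 14.2 (58 of 690 upregulated genes) and 2.61 (24 of 1007 downregulated genes, adjusted p = 0.000346, Fisher's exact test). Without *daf-16(0)* replicate 2 none of the downregulated genes of the 6-library comparison was a collagen, and without *daf-16(0)* replicate 1 the odds ratio was 7.22. Among upregulated genes it ranged from 8.95 without control replicate 3 to 34.7 without *daf-16(0)* replicate 2. With DESeq2 on the 4 libraries both odds ratios were lower. They were 8.07 (73 of 1595 upregulated genes) and 3.14 (50 of 2038 downregulated genes).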

Signaling-related terms were also highly enriched, including terms related to ion transport associated with the downregulated genes and terms related to protein kinases and phosphatases associated with the upregulated genes (S12 and S13 Figs). 

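Gene groups for signaling were taken by gene symbol after the data were seen, since the annotation holds no product names. They are not the annotation terms of the paper. Of 195 ion channel genes in 16 families, 156 were tested in the 4 libraries. They were 23 of the 1298 downregulated genes, an odds ratio of 1.64 (p = 0.0386, adjusted p = 0.0579, two-sided Fisher's exact test with Benjamini-Hochberg adjustment over 6 gene group tests). In all 6 libraries the odds ratio was 1.17 (13 of 1007 genes, adjusted p = 0.587, Fisher's exact test). With 1 of the 6 libraries left out it was 1.58 without control replicate 3 and under 1 without each of the others, from 0.41 without *daf-16(0)* replicate 1 to 0.888 without *daf-16(0)* replicate 3. With DESeq2 on the 4 libraries it was 1.79 (adjusted p = 0.00475, Fisher's exact test). Only 1 of the 727 upregulated genes was an ion channel gene, an odds ratio of 0.112 (adjusted p = 0.00701, Fisher's exact test), and in all 6 libraries none of 690 was. Of 84 kinase and phosphatase genes in 16 families, 72 were tested. They were 5 of the 727 upregulated genes, an odds ratio of 1.32 (p = 0.594, adjusted p = 0.594, Fisher's exact test), and 2 of 690 in all 6 libraries, an odds ratio of 0.535. The direction of this group changed with the set of libraries, and with 1 of the 6 left out the odds ratio was 1.43 without control replicate 3 and at most 0.812 without any of the others.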

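Transcription factor genes were taken from 19 families by gene symbol (among them *nhr*, *ceh*, *hlh*, *fkh*, *elt* and *dmd*), 465 genes of which 301 were tested in the 4 libraries. At least 2-fold changes with an adjusted p of 0.05 or less by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment were found in 19 of them, 13 downregulated and 6 upregulated. DESeq2 on the same libraries called 25 downregulated and 13 upregulated genes of these families. In all 6 libraries 9 were downregulated and 8 upregulated, and with 1 library left out the counts ranged from 0 and 0 (without *daf-16(0)* replicate 2) to 19 and 9 (without control replicate 3). The *nhr* family, nuclear hormone receptors, had 4 upregulated and 4 downregulated of 181 tested genes. The *ceh* family of homeobox genes had 1 upregulated and 4 downregulated of 36. *dmd-10* and *dmd-11*, chosen after their values were seen, are neighbors on chromosome V. *dmd-10* had a log2 fold change of -7.07 (standard error 0.53, adjusted p = 0.0039 by edgeR's quasi-likelihood test) and -7.38 in all 6 libraries. *dmd-11* had no counts in *daf-16(0)* replicates 2 and 3, 9 in *daf-16(0)* replicate 1 and from 115 to 247 in the controls. The largest increase was in *ceh-60*, also singled out after its value was seen, with a log2 fold change of 3.96 (standard error 0.62, adjusted p = 0.0132) in the 4 libraries and 4.93 (adjusted p = 0.0361) in all 6 by the same test.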

Of the genes whose expression was affected, 112 encode transcription factors (91 downregulated and 21 upregulated) and are candidate genes to directly regulate *col-19p*::*gfp* expression and adult cell fate during dauer (S14 Fig).

## Discussion

Heterochronic genes specify stage-specific seam cell fate at each larval stage and at adulthood [24]. During continuous development, heterochronic genes function as a cascade where successive microRNAs act as molecular switches to downregulate early cell fate-promoting transcription factors and RNA-binding proteins, allowing progression to the next cell fate [25,54]. The decision to enter dauer drastically alters the timing of developmental progression [2]. Perhaps for this reason, extensive modulation of the heterochronic pathway has been identified in pre- and post-dauer stages [3,55–57]. For example, many heterochronic genes that are essential for stage-specific cell fate specification during continuous development are dispensable after dauer [3,42,43,55]. However, the mechanisms that act to prevent precocious specification within the dauer stage itself have not been addressed. Here, we find a novel role for *daf-16*/FOXO as a dauer-specific heterochronic gene. *daf-16* opposes adult cell fate during dauer via a modified heterochronic pathway involving *lin-41* but not *lin-29*.

The heterochronic gene *lin-41* encodes an RNA-binding protein that promotes larval cell fate and opposes adult cell fate during continuous development [30,58]. We found that *lin-41* acts downstream of *daf-16* to block adult cell fate during dauer. Specifically, both *daf-16* and *lin-41* are required to prevent precocious expression of the *col-19p*::*gfp* adult cell fate marker during dauer, and *lin-41* expression is downregulated in *daf-16(0)* dauer larvae (Figs 1A, 2B and 3A). In contrast, the other early-promoting heterochronic genes tested, *lin-14* and *hbl-1*, do not appear to play a role in regulating *col-19p*::*gfp* hypodermal expression during dauer, and their expression was not significantly affected in *daf-16(0)* dauer larvae (Figs 2B and S6). Finally, a *lin-41* gain-of-function allele partially blocked the misexpression of *col-19p*::*gfp* caused by *daf-16* RNAi (Fig 3B). All together, these data are consistent with a linear pathway whereby *daf-16* positively regulates *lin-41* during dauer to oppose *col-19p*::*gfp* and adult cell fate (Fig 6D). These findings do not exclude the possibility that *daf-16* also regulates *col-19p*::*gfp* and adult cell fate in parallel to *lin-41*.

The mechanism by which *daf-16* promotes *lin-41* expression is currently unknown. One possibility is that *daf-16* regulates expression of *lin-41* via the *let-7* microRNA. During continuous development, *lin-41* is expressed in early stages but is downregulated by the *let-7* microRNA during the L4 stage to allow progression to adult cell fate. *let-7* opposes *lin-41* expression by binding to the *lin-41* 3’UTR and mediating silencing [30,58]. The ability of the *lin-41(xe8[Δ3’UTR])* allele to interfere with the *daf-16(-)* phenotype suggests the possibility that *let-7* is involved in this regulatory pathway.

During continuous development *lin-41* blocks adult cell fate by directly repressing the translation of the most downstream component in the heterochronic pathway, the LIN-29 transcription factor that promotes all aspects of adult cell fate [24,26,27,31,32]. LIN-29 expression remains low in the lateral hypodermis during early larval development due to the combined action of *lin-41* and *hbl-1* which regulate distinct *lin-29* isoforms [30–32]. Surprisingly, we found that *daf-16* and *lin-41* regulate adult cell fate mostly independently of *lin-29* (Fig 6D). During continuous development, the precocious phenotypes observed in *lin-41(-)* larvae are completely suppressed by compromising *lin-29* activity [30]. Indeed, the phenotypes of every precocious heterochronic mutant tested during continuous development are suppressed by *lin-29(-)* alleles [26,30,42,43,59]. In contrast, loss of *lin-29* had little to no effect on the precocious *col-19p*::*gfp* phenotype observed in *daf-16(-)* or *lin-41(-)* dauer larvae (Figs 4A, 4B, 5A and 5B). Therefore, whereas *lin-29* is a direct transcriptional activator of *col-19* and other adult-enriched collagens in the context of adults [27–29], our work demonstrates that during dauer, *daf-16* blocks adult collagen expression through factor(s) other than *lin-29*. We found over 3600 genes whose expression changed in *daf-16(0)* dauer larvae, including 112 transcription factors. One or more of these factors may control the expression of the *col-19p*::*gfp* transcriptional reporter.

In addition to regulating *col-19p*::*gfp*, we found that *daf-16* is required during dauer to block expression of nearly all adult-enriched collagens. The expression of adult-enriched collagens in *daf-16(0)* dauer larvae is accompanied by a concomitant decrease in the expression of dauer-enriched collagens (Fig 1E). The effect of *daf-16* mutations on the dauer cuticle may explain some of the previously observed defects in *daf-16(0)* dauer larvae. Two defining features of dauer larvae are the presence of dauer alae on the cuticle and resistance to treatment with detergents such as SDS. SDS-resistance depends in part on the specialized dauer cuticle [2]. *daf-16(0)* dauer larvae possess dauer alae that are slightly less defined than wild-type, and *daf-16(0)* dauers are only partially SDS-resistant [15,34,60,61]. It is possible that the shift from dauer-enriched collagens to adult-enriched collagens in *daf-16(0)* dauer larvae is responsible for these phenotypes. Notably, our functional annotation clustering analysis found that collagen-related terms were highly enriched among both upregulated and downregulated genes. This finding suggests that regulation of stage-specific collagen expression is a key role of *daf-16*/FOXO during dauer.

Dauer interrupts development midway through the larval stages [2]. During dauer, progenitor cells that have not yet completed development must maintain or re-establish multipotent fate, neither differentiating prematurely nor losing their previously acquired tissue identity. The role we identified for *daf-16* in blocking adult cell fate in lateral hypodermal cells during dauer appears to contribute to the maintenance of multipotency in lateral hypodermal seam cells. We have previously described an analogous role for *daf-16* in promoting multipotent VPC fate [5]. In both contexts, *daf-16* activity is important to prevent precocious adoption of cell fates that normally occur later in development, after recovery from dauer. However, the mechanisms by which these cell fates are adopted differ in each cell type. Adult seam cell fate is regulated by the heterochronic genes, whereas VPC fate specification is regulated primarily by EGFR/Ras and LIN-12/Notch signaling [24,25,62]. The ability of *daf-16*/FOXO to influence these distinct developmental pathways suggests that *daf-16*/FOXO has a broad role in promoting multipotent cell fate during dauer. As one of the major regulators of dauer formation, *daf-16* is well-positioned to coordinate the decision to enter dauer with the necessary alterations to developmental pathways that are paused during dauer.

*daf-16* is the sole *C*. *elegans* ortholog of the genes encoding the FOXO proteins [15,16]. FOXO transcription factors regulate both stem cell quiescence and stem cell plasticity across species, from *Hydra* to mammals [20,63]. However, the mechanisms by which FOXO promotes multipotency in stem cells are still emerging. The protein encoded by the *lin-41* ortholog, LIN41/TRIM71 also promotes cell fate plasticity in mammalian stem cells [64]. Our work provides the first connection between *daf-16*/FOXO and *lin-41*/TRIM71 and may be relevant to mammalian stem cells.

## Methods

### Strains and maintenance

A full list of strains and their genotypes used in this study is located in S1 Table. Balanced strains are described in more detail here. Homozygous *lin-41(0)* hermaphrodites are sterile, therefore for experiments involving the null allele *lin-41(n2914)*, *lin-41* was balanced with transgene *nIs408[ttx-3p*::*gfp*, *lin-29*::*mCherry]* [46], which we found to be closely linked to *lin-41*. At each generation, larvae that expressed *ttx-3p*::*gfp* were singled out and their progeny were monitored for segregation of *lin-41(0)* homozygotes that were Dpy, Ste, and lacked *ttx-3p*::*gfp*. The rescuing *lin-29*::*mCherry* enabled more robust growth in the *lin-41(0)/nIs408; lin-29(0)* strain than typical strains homozygous for *lin-29(0)*. Although *lin-29(0)* mutants are homozygous viable, they are Egl, Pvl, and have reduced brood size [24]. For experiments, *lin-41(n2914)* homozygous larvae were identified based on the lack of *ttx-3p*::*gfp* expression. For more details about experiments involving these strains see Cale & Karp (2020) [47].

Animals homozygous for the *lin-41(xe8[Δ3’UTR])* allele burst at young adulthood [44]. This gain-of-function allele was balanced over the *lin-41(bch28 xe70)* allele, where *bch28* is a complex insertion of *eft-3p*::*gfp* that disrupts the *lin-41* locus, and *xe70* is a deletion of the *lin-41* 3’UTR [45,65]. For experiments, *lin-41(xe8)* larvae were identified based on the lack of *eft-3p*::*gfp* expression.

All strains were grown according to standard procedures on Nematode Growth Medium (NGM) plates seeded with the *E*. *coli* strain OP50 [66]. Strains were maintained at 15°C or 20°C.

### Dauer induction

All strains used for experiments involving dauer larvae contained *daf-7(e1372)*, which is a temperature-sensitive, hypomorphic allele that induces dauer entry at 24°C or 25°C [34,67]. Unless otherwise specified, dauer larvae were obtained by allowing 10–20 gravid adult hermaphrodites to lay embryos for 2–8 hours at 24°C, then removing the parents and allowing the embryos to incubate at 24°C. For all experiments except those in Fig 1B, dauer larvae were scored approximately 48–52 hours after egg-laying, a time soon after dauer formation (”early dauer” or 0-day dauer larvae). In Fig 1B when different stages were examined, L2d larvae were scored at 24 hours after egg-laying; L2d-dauer molt larvae were scored at 39 hours after egg-laying; 1-day dauer larvae were scored at 72 hours after egg-laying. Dauer formation was verified by looking for crisp, defined dauer alae and radial constriction [67].

For experiments involving homozygous egg-laying-defective strains, including those with *lin-29(0)* or *lin-29(xe61)*, embryos were obtained by sodium hypochlorite treatment consisting of two 2-minute incubations in 1M NaOH, 10% Clorox bleach. For experiments with XV254 *daf-16(mgDf50); lin-29(xe37); daf-7(e1372); maIs105[col-19p*::*gfp]* and controls, embryos were obtained by dissecting gravid adult hermaphrodites.

### Nondauer stages

#### Continuous development (Fig 1C)

Strains XV33 *maIs105[col-19p*::*gfp]* and VT1750 *daf-16(mgDf50); maIs105* were synchronized by allowing gravid adult hermaphrodites to lay embryos at 24°C or 25°C and then incubating the progeny until the desired stage was reached. Developmental stage was evaluated by the extent of gonad and/or vulval development and scored for *col-19p*::*gfp* or *lin-29*::*gfp* expression.

#### L1 arrest (Fig 1C)

To induce L1 arrest, embryos from strains XV33 and VT1750 were obtained by sodium hypochlorite treatment and then incubated at 20°C in M9 in a shaking incubator. L1 larvae were removed each day for 7 days and scored for *col-19p*::*gfp* expression.

#### Adults (S9 Fig)

Strains VT1777 *daf-7(e1372); maIs105* and XV253 *lin-29(xe37); daf-7(e1372); maIs105* were synchronized by sodium hypochlorite treatment. Embryos were placed on seeded NGM plates and grown at 20°C for 72–75 hours. Adults were scored for the presence of stage-specific alae and *col-19p*::*gfp* expression.

### RNAi

RNAi bacteria were from the Ahringer library (Source Bioscience), except the *lacZ* RNAi clone was pXK10 [68]. RNAi plates were prepared by adding 300μL of an overnight culture of RNAi bacteria to 60mm NGM plates containing 50μg/mL carbenicillin and 200μg/mL IPTG. Embryos obtained from sodium hypochlorite treatment were plated onto seeded RNAi plates and incubated at 24°C to allow *daf-7(e1372)* larvae to enter dauer or *daf-7(+)* larvae to develop continuously.

### Compound microscopy

Animals were picked onto slides made with 2% agarose pads and paralyzed with 0.1 M levamisole. A Zeiss AxioImager D2 compound microscope with HPC 200 C fluorescent optics was used to image worms. DIC and fluorescence images were obtained using a AxioCam MRm Rev 3 camera and ZEN 3.2 software. GFP was visualized with a high efficiency GFP shift free filter.

### Confocal microscopy

Animals were picked onto slides made with 2% agarose pads and paralyzed with 0.1 M levamisole. A Nikon A1R scanning laser confocal light microscope was used to image worms using an excitation laser set to at wavelength of 488 nm. To visualize *lin-29*::*gfp*, the laser power was set to 70%.

### Phenotypic data collection and analysis

All phenotypic data presented are from at least two independent experiments, typically performed by independent researchers. Any experiments that involved subjective decisions were blinded by having a lab member not involved in the experiment code the strains and/or images before scoring. Statistical analyses were performed on Graphpad Prism (version 9.1) and specific tests are described in individual figure legends. P-values < 0.05 were deemed statistically significant.

### Sample collection for qPCR and RNA sequencing

Synchronized populations of VT2317 *daf-16(mgDf50); daf-7(e1372)* and control CB1372 *daf-7(e1372)* dauer larvae were obtained by incubating embryos isolated by sodium-hypochlorite treatment at 24°C for 52 hours. Because some *daf-16; daf-7* animals grown under these conditions fail to enter dauer [60], dauer larvae from both strains were handpicked into M9 solution, washed twice, and then pelleted to a volume of 100μl packed worms. TRIzol reagent (Invitrogen) was added to the samples at a 10:1 ratio of TRIzol to worm pellet. The samples were then frozen in dry-ice/ethanol. Two biological replicates were obtained for each strain for mRNA-seq. For qPCR, we obtained two biological replicates of the wild-type sample and three biological replicates of the *daf-16(0)* mutant sample.

### RNA isolation

Total RNA isolation from dauer sample was conducted using TriReagent (Ambion) protocol with the following modifications: pelleted *C*. *elegans* in TRI-Reagent were subjected to three freeze/thaw/vortex cycles prior to BCP addition to improve extraction efficiency, isopropanol precipitation was conducted in the presence of glycogen for 1hr at -80°C, RNA was pelleted by centrifugation at 4°C for 30 minutes at 20,000 x g; the pellet was washed three times in 70% ethanol and resuspended in water. BioAnalyzer assay (Agilent Technologies) was used for quality control of the RNA sequencing samples prior to library creation, with a minimum RIN of 8.5. NanoDrop2000 (Thermo Scientific) was used to quantify and assess the RNA quality of samples analyzed by qPCR.

### RT-qPCR

cDNA was synthesized from 250ng total RNA using SuperScript III Reverse Transcriptase (Invitrogen) and analyzed with a CFX96 Real-Time System (BioRad) using Absolute Blue SYBR Green PCR MasterMix (Life Technologies). Relative *lin-41* mRNA levels were calculated based on the ΔΔ2Ct method [69] using *eft-2* for normalization. Results presented are the average values of independent calculations from biological replicates.

#### RT-qPCR primers

*eft-2* F        ACGCTCGTGATGAGTTCAAG

*eft-2* R        ATTTGGTCCAGTTCCGTCTG

*lin-41* F        GGTTCCAAATGCCACAAGAG

*lin-41* R        AGGTCCAACTGCCAAATCAG

### mRNA-seq library preparation and sequencing

Libraries were constructed using the TruSeq RNA Library Prep Kit v2 (Illumina). The DNA concentration and fragment size of sequencing libraries were analyzed using the BioAnalyzer assay (Agilent Technologies). High-throughput sequencing was performed on the Illumina HiSeq 2500 platform to generate paired-end reads of 100 bp.

### mRNA-seq analysis

Basecalling and base call quality were performed using Illumina’s Real-Time Analysis (RTA) software, and CIDRSeqSuite 7.1.0 was used to convert compressed bcl files into compressed fastq files. Using Trimmomatic v. 0.39, Illumina adapters were clipped from raw mRNA-seq reads, followed by quality trimming (LEADING: 5; TRAILING: 5; SLIDINGWINDOW:4:15) [70]. Reads with a minimum length of 36 bases were retained (MINLEN: 36). Processed reads were aligned to *C*. *elegans* reference genome WBcel235 using STAR v. 2.4.2a with default parameters and—twopassMode Basic [71]. RSEM v. 2.1 was used to quantify gene abundance based on mapped reads [72]. Outlier samples were identified by assessing the quality of raw and processed reads with FastQC v. 0.11.7 (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/) and by Principal Component Analysis (PCA) on log_2_-transformed normalized gene expression counts generated using DESeq2 v. 1.30.0 [73]. Differential gene expression analysis was performed using DESeq2 with a significance threshold of FDR ≤ 0.05 and absolute value of log_2_-transformed fold changes of at least 2.

### DAVID analysis

Differentially upregulated and downregulated genes with at least a log_2_-transformed fold change of 2 and FDR ≤ 0.05 were individually analyzed using DAVID Functional Annotation Clustering (https://david.ncifcrf.gov/summary.jsp. Accessed 20210507). Terms from InterPro and Gene Ontology sub-ontologies cellular component (CC), biological process (BP), and molecular function (MF) were plotted by -log_10_(FDR) and ranked by fold enrichment.

### ChIP-qPCR

GS8924 (*daf-16(ar620[daf-16*::*zf1-wrmScarlet-3xFLAG*)), a gift from Katherine Luo and Iva Greenwald (Columbia University) and control N2 embryos obtained after sodium-hypochlorite treatment were hatched overnight in M9 buffer. The L1 arrested worms were grown on NGM plates seeded with HB101 at 25°C. After 5 days, the starved worm population was collected in M9 buffer and nutated in 1% SDS solution for 30 minutes to isolate dauers. The worm pellet was washed 4x with autoclaved DI water and the worms were plated on an NGM plate with no food. The live dauers crawled out and were collected as a ~500μL packed pellet in M9 buffer.

The animals were nutated for 30min at room temperature in 12mL of 2.6% formaldehyde in autoclaved DI water for live crosslinking. The crosslinking was quenched with 600μL of 2.5M glycine for 5min at room temperature. The worms were washed 3x in water before flash freezing and storing at -80°C. Frozen pellets were ground twice for 1min in the Retsch MM400 cryomill at a frequency of 30/s. The worm powder was lysed in 2mL of 1xRIPA (1x PBS, 1% NP40, 0.5% sodium deoxycholate, 0.1% SDS) with 1xHALT Protease and phosphatase inhibitor (Thermo Scientific 78443) for 10min at 4°C. The crosslinked chromatin was sonicated in the Diagenode BioruptorPico for 3 3min cycles, 30s ON/OFF at 4°C. The chromatin was diluted to a concentration of 20-30ng/uL. 10% of the volume was processed as the input sample. 10ug of chromatin was incubated with 2ug of Monoclonal Anti-Flag M2 antibody (Sigma-Aldrich F3165) overnight at 4°C and then for 2 hours with Dynabeads M-280 Sheep Anti-Mouse IgG (Invitrogen 11201D). After 3 800uL washes in LiCl buffer (100mM Tris HCl pH 7.5, 500mM LiCl, 1% NP40, 1% sodium deoxycholate), the samples were de-crosslinked by incubating with 80ug of Proteinase K (Thermo Scientific 25530015) in Worm Lysis buffer (100mM Tris HCl pH 7.5, 100mM NaCl, 50mM EDTA, 1% SDS) at 65°C for 4 hours. The samples were subjected to phenol-chloroform extraction and the DNA pellet was resupended in TE buffer. RNase A (Thermo Scientific 12091021) treatment was performed for 1 hour at 37°C.

Quantitative PCR for promoter regions of interest was performed with Absolute Blue SYBR Green (Thermo Scientific AB4166B) on the CFX96 Real Time System Thermocyclers (Biorad) using custom primers. The cycle numbers in the ChIP samples were normalized to respective input values. The log 2 transformed fold change values in the *daf-16*::*3xFLAG*::*wrmScarlet* samples were normalized to the respective N2 samples. 2 biological replicates with 2 technical replicates each were done for the promoter regions of *mtl-1* and *col-19*. Each biological replicate was analyzed separately.

#### ChIP-qPCR primers

*mtl-1p* F        TGAGCACTCTAATCCTTTGCAC

*mtl-1p* R        ACGTGAATGTTGCAAACACCT

*col-19p* F        TCCATCTCTCTTGGAAACACAT

*col-19p* R        ACACCTTCAAACCTAACCAGTGT

*bath-45* F        ATTTAATTTGTTTTCAGAAGGCAGC

*bath-45* R        GTGCTTTCTGCATCAGAGCC

## Supporting information

S1 Fig *daf*-5 is not required to block *col-19::gfp* expression during dauer. The *daf-*7/TGFβ pathway regulates dauer formation in parallel to the insulin-like pathway [6,7]. *daf-5* encodes a Sno/Ski protein that works in a complex with DAF-3/SMAD to regulate transcription downstream of DAF-7/TGFβ signaling [76]. *daf-5(0)* mutants are dauer-defective, but can be induced to enter dauer when combined with the *daf-2(e1370)* allele [34,35]. (A) *daf-2(e1370)* mutants develop slowly and acquire dauer characteristics approximately one day later than wild-type or *daf-7(e1372)* larvae [60,77]. Since *daf-16; daf-7* dauer larvae express *col-19p*::*gfp* most penetrantly within one day of dauer entry, we used SDS-resistance to determine a time that might correspond to “early dauer” in this strain. SDS-resistance is acquired at the end of the L2d-to-dauer molt and continues throughout dauer [2]. Gravid adult hermaphrodites of the indicated strains were allowed to lay eggs for 3 hours and then removed. Embryos were incubated at 24°C for the indicated times and then incubated in 1% SDS for 10 minutes. The percent of larvae alive after this treatment is shown; data were aggregated from four independent experiments. (B) Percent of dauer larvae expressing *col-19p*::*gfp*. This expression was never observed in either control or *daf-5(0)* dauer larvae at times when many early dauer larvae should have been present. Data shown were aggregated from 3–4 independent experiments.
(TIF) Click here for additional data file.

S2 Fig Dauer larvae lacking 1–2 isoforms of *daf-16* display *col-19p::gfp* more dimly and in fewer cells than *daf-16(0)*. (A) Representative micrographs of dauer larvae scored in Fig 1D. In Fig 1D, any *col-19p*::*gfp* expression in the lateral hypodermis was considered “on”, however there are qualitative differences in that expression in the different strains. Dashed lines in the control indicate the boundaries of the dauer larva, as determined by DIC optics. (B) Loss of 1–2 isoforms of *daf-16* results in fewer cells expressing *col-19p*::*gfp* compared to *daf-16(0)* dauer larvae. Quantification of the number of cells expressing *col-19p*::*gfp* along one side of the lateral hypodermis between the pharynx and rectum. Each dot represents a dauer larva. *p = 0.0460 (Two-tailed Mann-Whitney Test). (C) Loss of 1–2 isoforms of *daf-16* results in dimmer expression of *col-19p*::*gfp* throughout the hypodermis compared to the *daf-16(0)* dauer larvae. Fluorescence levels were determined as described in S7 Fig. ****p<0.0001 (Two-tailed Mann-Whitney Test). Larvae shown in panels B-C were from an independent set of experiments from those in Fig 1D. n = 28–31; see S2 Table for complete underlying numerical data.
(TIF) Click here for additional data file.

S3 Fig Seam cells divide and remain unfused in *daf-16(0)* dauer larvae. (A) Micrographs showing apical junctions between seam cells in *daf-7* (control) and *daf-16(0); daf-7 (daf-16(0))* dauer larva, and seam cell divisions in *daf-16(0)* dauer larvae. The worms are oriented with anterior to the left and ventral down. Apical junctions were visualized by *ajm-1*::*gfp* as part of the *wIs78* transgene [42,78]. Junctions were present between all seam cells in both *daf-7* control and *daf-16(0); daf-7* dauer larvae. Several seam cells in the *daf-16(0); daf-7* dauer shown have recently divided. An example of one dividing seam cell is bracketed. The region bounded by junctions is smaller and rounder in the anterior daughter that will fuse with hyp7 (h). The posterior daughter (s) will remain a seam cell. Seam cells that were not dividing are indicated with an arrow. These photos were taken soon after dauer formation (“early dauers”). (B) Percent of dauer larvae with one or more seam cells actively dividing at the time of scoring. Seam cell divisions were identified based on *ajm-1*::*gfp* expression. Cell divisions were only seen in *daf-16(0)* dauer larvae.
(TIF) Click here for additional data file.

S4 Fig *daf-16(RNAi)* dauer larvae express *col-19p::gfp* more strongly than *lin-41(RNAi)* dauer larvae. Larvae assessed for *col-19p*::*gfp* expression in Fig 2 were analyzed for fluorescence intensity using ImageJ. GFP-positive nuclei were outlined using the freehand tool and the mean pixel intensity for all of such nuclei were averaged together for each individual worm. These averages are underestimates for the expression of *col-19p*::*gfp* in *daf-16(RNAi)* dauer larvae because many nuclei had fully saturated pixels. ****p<0.0001 (Two-tailed Mann-Whitney Test). (n = 30).
(TIF) Click here for additional data file.

S5 Fig RNAi of *lin-41* and *hbl-1* induces *col-19p::gfp* expression in non-hypodermal tissues. Numbers indicate larvae expressing *col-19p*::*gfp* in at least one cell in the relevant tissue over the total number of dauer larvae scored. Dauer larvae are oriented with anterior to the left and ventral down. (Top) *lin-41* RNAi induces *col-19p*::*gfp* expression in vulva precursor cells (VPCs) during dauer at high penetrance. The larva shown expressed *col-19p*::*gfp* in P5.p and P7.p, but overall which VPCs expressed *col-19p*::*gfp* varied from worm to worm and did not correlate with the predicted cell fate they will adopt. The exposure time in the fluorescence channel was 200ms. (Bottom) *hbl-1* RNAi induces *col-19p*::*gfp* expression in occasional ventral neurons during dauer at lower penetrance. As *col-19p*::*gfp* includes a nuclear localization sequence, expression is typically restricted to the nucleus. However, in the larva shown a neuronal process could be seen extending posteriorly to the cell body (arrow). The exposure time in the fluorescence channel was 50ms.
(TIF) Click here for additional data file.

S6 Fig Levels of most core heterochronic genes are essentially unaffected by *daf-16* during dauer. (A) A diagram of the network of heterochronic genes that regulates stage-specific seam cell fate during continuous development. “3 *let-7s”* indicates the *let-7* family members, *mir-48*, *mir-84*, and *mir-241*. *mir-48* is also downregulated by *lin-42* (not depicted) [79]. All protein-coding genes except *lin-41* are indicated in blue. (B) Log_2_ fold change of the protein-coding heterochronic genes other than *lin-41*, comparing *daf-16(0)* to control dauer larvae. Log_2_ fold change was calculated by DESeq2 from mRNA-seq data. Dashed lines indicate 2x fold upregulation or downregulation. False discovery rates (FDR) are indicated for each gene.
(TIF) Click here for additional data file.

S7 Fig Fluorescence scale used to determine relative fluorescence intensity of *col-19p::gfp*. Fluorescence images of *col-19p*::*gfp* in dauer larvae were taken from a strain we found to produce a wide range of expression levels, XV160, *daf-7(e1372); maIs105; unk-1(xk6)*. These images were taken using compound microscopy and identical settings, including an exposure time of 125ms. The images were then exported as 8-bit tiffs for ImageJ analysis. We identified six representative images distributed across the range of ImageJ values (0–250). We assigned numbers (0.5–5) to these images that reflect their distribution. A value of 0.25 was used if expression was visible, but less than that in the 0.5 panel. The fluorescence scale values with ImageJ values in parenthesizes were as follows: 0.5 (22), 1 (45), 2 (104), 3 (149), 4 (200), and 5 (250). These six images were then used as a scorecard to compare to experimental images for Figs 3B, 4A, and 5B. For these experiments, a 63x objective was used to take 2–3 images along the length of the dauer larva, using identical settings for all strains being compared. Each image was then subjectively compared to the fluorescence scale and assigned a value 0–5, with 0.5 values being used if an image was between two whole-number images. The values for each worm were averaged together to create an overall score for the worm.
(TIF) Click here for additional data file.

S8 Fig The *lin-41(xe8)* strain is not defective for RNAi. Unc phenotypes produced by *unc-22(RNAi)* were assessed during forward locomotion and binned into categories Mild: occasional twitching that did not interrupt movement. Intermediate: occasional twitching that did interrupt movement. Severe: constant twitching but still capable of forward locomotion. Paralyzed: worms whose twitching was so severe that they were not able to move forward. *unc-22* RNAi experiments were carried out in parallel to the experiments shown in Fig 3B. However, because dauer larvae did not display strong Unc phenotypes, dauer larvae were moved to new RNAi plates at 20°C and allowed to recover to the post-dauer L4 (PDL4) stage. Numbers indicate the total number of PDL4 larvae assessed.
(TIF) Click here for additional data file.

S9 Fig The *lin-29(xe37)* strain displays reiterative phenotypes in adults. (A-B) The background for all strains was *daf-7(e1372); maIs105[col-19p*::*gfp]*. (A) *lin-29(xe37)* mutant adults do not have adult alae. Numbers indicate the number of worms with alae defects over the total number of adults. (B) *lin-29(xe37)* mutant adults express very low levels of *col-19p*::*gfp*. The two images were taken with identical settings (10ms exposure). Representative images are shown (n = 37–38).
(TIF) Click here for additional data file.

S10 Fig DAF-16 is unlikely to bind the *col-19* promoter to regulate transcription. (A) Genetic region upstream of *mtl-1*, a confirmed transcriptional target of DAF-16 [52,53]. DNA sequence beginning immediately 3’ to W02F12.8, the gene upstream of *mtl-1* is shown. This sequence likely contains promoter elements that regulate *mtl-1* expression. A canonical DAF-16-Binding Element (DBE, red) is located 76bp upstream of the *mtl-1* ATG. (B) The 846bp upstream of the *col-19* ATG which comprises the regulatory sequence driving *col-19p*::*gfp* expression [28]. No canonical DBEs (GTAAACA or TGTTTAC) [49] were found in this sequence. Sequences were taken from WormBase (WS280).
(TIF) Click here for additional data file.

S11 Fig DAF-16 is not enriched at the *col-19* promoter. ChIP-qPCR experiments were performed on N2 or *daf-16(ar620[daf-16*::*zf1-wrmScarlet-3xFLAG])* dauer larvae. Binding of DAF-16-3xFLAG was first normalized to input, and then to the average of the respective wild-type value (mean +/- SD for two technical replicates) is shown. Binding to the *col-19* promoter was not observed, whereas there was substantial binding to the promoter of the known DAF-16 target *mtl-1* (Barsyte *et al*. 2001; Li *et al*. 2008). The coding region of the heterochromatinized gene *bath-45* was used as negative control. This figure shows the second of two biological replicates; the first replicate is shown in Fig 6A.
(TIF) Click here for additional data file.

S12 Fig Functional annotation clustering for genes upregulated in *daf-16* mutants. DAVID analysis showing gene ontology (GO) and InterPro terms that were significantly enriched (p ≤ 0.05, Bonferroni corrected) in genes whose expression was upregulated ≥2x (FDR ≤ 0.05) in *daf-16(0); daf-7* dauer larvae vs. *daf-7* (control) dauer larvae. GO BP = GO term biological process; GO CC = GO term cellular compartment; GO MF = GO term molecular function, INTERPRO = InterPro protein classification.
(TIF) Click here for additional data file.

S13 Fig Functional annotation clustering for genes downregulated in *daf-16* mutants. DAVID analysis showing gene ontology (GO) and InterPro terms that were significantly enriched (p ≤ 0.05, Bonferroni corrected) in genes whose expression was downregulated ≥2x (FDR ≤ 0.05) in *daf-16(0); daf-7* dauer larvae vs. *daf-7* (control) dauer larvae. GO BP = GO term biological process; GO CC = GO term cellular compartment; GO MF = GO term molecular function, INTERPRO = InterPro protein classification.
(TIF) Click here for additional data file.

S14 Fig Transcription factors differentially expressed in *daf-16(0)* dauer larvae compared to control dauer larvae. Genes encoding transcription factors were defined based on their WormBase annotation (WS279). Although annotated as transcription factors, we noticed that the WormBase list also contained genes encoding RNA-binding proteins [80,81]. We therefore subtracted genes identified as encoding RNA-binding proteins from the transcription factor list. From among these genes, we searched our mRNA-seq data to find those whose expression changed ≥2x (FDR ≤ 0.05) by DESeq2 analysis. This analysis produced 112 genes that fit our criteria. Those genes are shown here as heat maps depicting relative expression of these genes in *daf-16(0); daf-7* dauer larvae or *daf-7* (control) dauer larvae from mRNA-seq data. The row-normalized reads for each of two biological replicates per strain are depicted.
(TIF) Click here for additional data file.

S1 Table List of strains used in this study. (DOCX) Click here for additional data file.

S2 Table Underlying numerical data for S2C Fig, fluorescence levels of col-19p::gfp in daf-16 isoform mutant dauers. (XLSX) Click here for additional data file.

S3 Table Collagen expression during development. (XLSX) Click here for additional data file.

S4 Table Adult-enriched collagen expression in seam cells and hyp7. (XLSX) Click here for additional data file.

S5 Table Raw lin-41 qPCR data for Fig 3A. (XLSX) Click here for additional data file.

S6 Table Underlying numerical data for Fig 3B, fluorescence levels of col-19p::gfp in lin-41(xe8) mutant dauers. (XLSX) Click here for additional data file.

S7 Table Underlying numerical data for Fig 4A, fluorescence levels of col-19p::gfp in lin-41(RNAi); lin-29(0) dauers. (XLSX) Click here for additional data file.

S8 Table Underlying numerical data for Fig 5B, fluorescence levels of col-19p::gfp in daf-16(0); lin-29(0) dauers. (XLSX) Click here for additional data file.

S9 Table Raw ChIP-qPCR data for Fig 6A. (XLSX) Click here for additional data file.

## References

[1] OrfordKW, ScaddenDT. Deconstructing stem cell self-renewal: genetic insights into cell-cycle regulation. Nature Reviews Genetics. 2008;9: 115–128. doi: 10.1038/nrg2269 18202695

[2] CassadaRC, RussellRL. The dauerlarva, a post-embryonic developmental variant of the nematode *Caenorhabditis elegans*. Developmental Biology. 1975;46: 326–342. doi: 10.1016/0012-1606(75)90109-8 1183723

[3] LiuZ, AmbrosV. Alternative temporal control systems for hypodermal cell differentiation in *Caenorhabditis elegans*. Nature. 1991;350: 162–165. doi: 10.1038/350162a0 26502479

[4] EulingS, AmbrosV. Reversal of cell fate determination in *Caenorhabditis elegans* vulval development. Development. 1996;122: 2507–2515. 875629510.1242/dev.122.8.2507

[5] KarpX, GreenwaldI. Control of cell-fate plasticity and maintenance of multipotency by DAF-16/FoxO in quiescent Caenorhabditis elegans. PNAS. 2013;110: 2181–2186. doi: 10.1073/pnas.1222377110 23341633PMC3568382

[6] FielenbachN, AntebiA. *C*. *elegans* dauer formation and the molecular basis of plasticity. Genes & Development. 2008;22: 2149–2165. doi: 10.1101/gad.1701508 18708575PMC2735354

[7] BaughLR, HuPJ. Starvation responses throughout the *Caenorhabditis elegans* life cycle. Genetics. 2020;216: 837–878. doi: 10.1534/genetics.120.303565 33268389PMC7768255

[8] Fernandes-de-AbreuDA, CaballeroA, FardelP, StroustrupN, ChenZ, LeeK, et al. An insulin-to-insulin regulatory network orchestrates phenotypic specificity in development and physiology. Plos Genet. 2014;10: e1004225. doi: 10.1371/journal.pgen.1004225 24675767PMC3967928

[9] CornilsA, GloeckM, ChenZ, ZhangY, AlcedoJ. Specific insulin-like peptides encode sensory information to regulate distinct developmental processes. Development. 2011;138: 1183–1193. doi: 10.1242/dev.060905 21343369PMC3042873

[10] MurphyCT, HuPJ. Insulin/insulin-like growth factor signaling in C. elegans. WormBook. 2013; 1–43. doi: 10.1895/wormbook.1.164.1 24395814PMC4780952

[11] ZhengS, ChiuH, BoudreauJ, PapanicolaouT, BendenaW, Chin-SangI. A functional study of all 40 *C*. *elegans* insulin-like peptides. Journal of Biological Chemistry. 2018; jbc.RA118.004542. doi: 10.1074/jbc.RA118.004542 30206121PMC6204898

[12] RitterAD, ShenY, BassJF, JeyarajS, DeplanckeB, MukhopadhyayA, et al. Complex expression dynamics and robustness in *C*. *elegans* insulin networks. Genome Res. 2013;23: 954–965. doi: 10.1101/gr.150466.112 23539137PMC3668363

[13] PierceSB, CostaM, WisotzkeyR, DevadharS, HomburgerSA, BuchmanAR, et al. Regulation of DAF-2 receptor signaling by human insulin and ins-1, a member of the unusually large and diverse C. elegans insulin gene family. Genes & Development. 2001;15: 672–686. doi: 10.1101/gad.867301 11274053PMC312654

[14] KimuraKD, TissenbaumHA, LiuY, RuvkunG. *daf-2*, an insulin receptor-like gene that regulates longevity and diapause in *Caenorhabditis elegans*. Science. 1997;277: 942–946. doi: 10.1126/science.277.5328.942 9252323

[15] OggS, ParadisS, GottliebS, PattersonGI, LeeL, TissenbaumHA, et al. The Fork head transcription factor DAF-16 transduces insulin-like metabolic and longevity signals in *C*. *elegans*. Nature. 1997;389: 994–999. doi: 10.1038/40194 9353126

[16] LinK, DormanJB, RodanA, KenyonC. *daf-16*: An HNF-3/forkhead family member that can function to double the life-span of *Caenorhabditis elegans*. Science. 1997;278: 1319–1322. doi: 10.1126/science.278.5341.1319 9360933

[17] TothovaZ, GillilandDG. FoxO transcription factors and stem cell homeostasis: insights from the hematopoietic system. Cell Stem Cell. 2007;1: 140–152. doi: 10.1016/j.stem.2007.07.017 18371346

[18] TothovaZ, KolliparaR, HuntlyBJ, LeeBH, CastrillonDH, CullenDE, et al. FoxOs are critical mediators of hematopoietic stem cell resistance to physiologic oxidative stress. Cell. 2007;128: 325–339. doi: 10.1016/j.cell.2007.01.003 17254970

[19] ZhangX, YalcinS, LeeD-F, YehT-YJ, LeeS-M, SuJ, et al. FOXO1 is an essential regulator of pluripotency in human embryonic stem cells. Nature Cell Biology. 2011;13: 1092–1099. doi: 10.1038/ncb2293 21804543PMC4053529

[20] LiangR, GhaffariS. Stem cells seen through the FOXO Lens: an evolving paradigm. Current topics in developmental biology. 2018;127: 23–47. doi: 10.1016/bs.ctdb.2017.11.006 29433739

[21] BaughLR, SternbergPW. DAF-16/FOXO Regulates Transcription of cki-1/Cip/Kip and Repression of lin-4 during *C*. *elegans* L1 Arrest. Current Biology. 2006;16: 780–785. doi: 10.1016/j.cub.2006.03.021 16631585

[22] NarbonneP, RoyR. Inhibition of germline proliferation during C. elegans dauer development requires PTEN, LKB1 and AMPK signalling. Development. 2006;133: 611–619. doi: 10.1242/dev.02232 16407400

[23] SulstonJE, HorvitzHR. Post-embryonic cell lineages of the nematode, *Caenorhabditis elegans*. Developmental Biology. 1977;56: 110–156. doi: 10.1016/0012-1606(77)90158-0 838129

[24] AmbrosV, HorvitzHR. Heterochronic mutants of the nematode *Caenorhabditis elegans*. Science. 1984;226: 409–416. doi: 10.1126/science.6494891 6494891

[25] RougvieAE, MossEG. Developmental transitions in *C*. *elegans* larval stages. Curr Top Dev Biol. 2013;105: 153–180. doi: 10.1016/B978-0-12-396968-2.00006-3 23962842

[26] AmbrosV. A hierarchy of regulatory genes controls a larva-to-adult developmental switch in *C*. *elegans*. Cell. 1989;57: 49–57. doi: 10.1016/0092-8674(89)90171-2 2702689

[27] RougvieAE, AmbrosV. The heterochronic gene *lin-29* encodes a zinc finger protein that controls a terminal differentiation event in *Caenorhabditis elegans*. Development. 1995;121: 2491–2500. 767181310.1242/dev.121.8.2491

[28] LiuZ, KirchS, AmbrosV. The *Caenorhabditis elegans* heterochronic gene pathway controls stage-specific transcription of collagen genes. Development. 1995;121: 2471–2478. 767181110.1242/dev.121.8.2471

[29] Abete-LuziP, FukushigeT, YunS, KrauseMW, EisenmannDM. New roles for the heterochronic transcription factor LIN-29 in cuticle maintenance and lipid metabolism at the larval-to-adult transition in *Caenorhabditis elegans*. Genetics. 2020;214: 669–690. doi: 10.1534/genetics.119.302860 31974205PMC7054012

[30] SlackFJ, BassonM, LiuZ, AmbrosV, HorvitzHR, RuvkunG. The *lin-41* RBCC gene acts in the *C*. *elegans* heterochronic pathway between the *let-7* regulatory RNA and the LIN-29 transcription factor. Molecular Cell. 2000;5: 659–669. doi: 10.1016/s1097-2765(00)80245-2 10882102

[31] AzziC, AeschimannF, NeaguA, GroßhansH. A branched heterochronic pathway directs juvenile-to-adult transition through two LIN-29 isoforms. Elife. 2020;9: e53387. doi: 10.7554/eLife.53387 32223899PMC7105380

[32] AeschimannF, KumariP, BartakeH, GaidatzisD, XuL, CioskR, et al. LIN41 Post-transcriptionally silences mRNAs by two distinct and position-dependent mechanisms. Mol Cell. 2017;65: 476–489.e4. doi: 10.1016/j.molcel.2016.12.010 28111013

[33] FeinbaumR, AmbrosV. The timing of *lin-4* RNA accumulation controls the timing of postembryonic developmental events in *Caenorhabditis elegans*. Developmental Biology. 1999;210: 87–95. doi: 10.1006/dbio.1999.9272 10364429

[34] VowelsJJ, ThomasJH. Genetic analysis of chemosensory control of dauer formation in *Caenorhabditis elegans*. Genetics. 1992;130: 105–123. doi: 10.1093/genetics/130.1.105 1732156PMC1204785

[35] LarsenPL, AlbertPS, RiddleDL. Genes that regulate both development and longevity in *Caenorhabditis elegans*. Genetics. 1995;139: 1567–1583. doi: 10.1093/genetics/139.4.1567 7789761PMC1206485

[36] JohnsonTE, MitchellDH, KlineS, KemalR, FoyJ. Arresting development arrests aging in the nematode *Caenorhabditis elegans*. Mechanisms of Ageing and Development. 1984;28: 23–40. doi: 10.1016/0047-6374(84)90150-7 6542614

[37] KwonE-S, NarasimhanSD, YenK, TissenbaumHA. A new DAF-16 isoform regulates longevity. Nature. 2010;466: 498–502. doi: 10.1038/nature09184 20613724PMC3109862

[38] ChenAT-Y, GuoC, ItaniOA, BudaitisBG, WilliamsTW, HopkinsCE, et al. Longevity genes revealed by integrative analysis of isoform-specific *daf-16/*FoxO mutants of *Caenorhabditis elegans*. Genetics. 2015;201: 613–629. doi: 10.1534/genetics.115.177998 26219299PMC4596673

[39] ChristensenR, Torre-Ubieta L de la, Bonni A, Colon-Ramos DA. A conserved PTEN/FOXO pathway regulates neuronal morphology during *C*. *elegans* development. Development. 2011;138: 5257–5267. doi: 10.1242/dev.069062 22069193PMC3210501

[40] SunS, OhtaA, KuharaA, NishikawaY, Kage-NakadaiE. daf-16/FOXO isoform b in AIY neurons is involved in low preference for *Bifidobacterium infantis* in *Caenorhabditis elegans*. Neuroscience research. 2019. doi: 10.1016/j.neures.2019.01.011 30731110

[41] PodbilewiczB, WhiteJG. Cell fusions in the developing epithelial of *C*. *elegans*. Developmental Biology. 1994;161: 408–424. doi: 10.1006/dbio.1994.1041 8313992

[42] AbrahanteJE, DaulAL, LiM, VolkML, TennessenJM, MillerEA, et al. The *Caenorhabditis elegans hunchback*-like gene *lin-57/hbl-1* controls developmental time and is regulated by microRNAs. Developmental Cell. 2003;4: 625–637. doi: 10.1016/s1534-5807(03)00127-8 12737799

[43] AbrahanteJE, MillerEA, RougvieAE. Identification of heterochronic mutants in *Caenorhabditis elegans*. Temporal misexpression of a collagen::green fluorescent protein fusion gene. Genetics. 1998;149: 1335–1351. doi: 10.1093/genetics/149.3.1335 9649524PMC1460241

[44] EcsediM, RauschM, GroßhansH. The *let-7* microRNA directs vulval development through a single target. Developmental Cell. 2015;32: 335–344. doi: 10.1016/j.devcel.2014.12.018 25669883

[45] AeschimannF, NeaguA, RauschM, GroßhansH. *let-7* coordinates the transition to adulthood through a single primary and four secondary targets. Life Sci Alliance. 2019;2: e201900335. doi: 10.26508/lsa.201900335 30910805PMC6435043

[46] HarrisDT, HorvitzHR. MAB-10/NAB acts with LIN-29/EGR to regulate terminal differentiation and the transition from larva to adult in *C*. *elegans*. Development. 2011;138: 4051–4062. doi: 10.1242/dev.065417 21862562PMC3160099

[47] CaleAR, KarpX. *lin-41* controls dauer formation and morphology via *lin-29* in *C*. *elegans*. Micropublication Biology. 2020;2020: doi: 10.17912/micropub.biology.000323 33313484PMC7721599

[48] BettingerJC, LeeK, RougvieAE. Stage-specific accumulation of the terminal differentiation factor LIN-29 during *Caenorhabditis elegans* development. Development. 1996;122: 2517–2527. 875629610.1242/dev.122.8.2517

[49] FuruyamaT, NakazawaT, NakanoI, MoriN. Identification of the differential distribution patterns of mRNAs and consensus binding sequences for mouse DAF-16 homologues. Biochem J. 2000;349: 629–634. doi: 10.1042/0264-6021:3490629 10880363PMC1221187

[50] GersteinMB, LuZJ, NostrandELV, ChengC, ArshinoffBI, LiuT, et al. Integrative analysis of the *Caenorhabditis elegans* genome by the modENCODE project. Science. 2010;330: 1775–1787. doi: 10.1126/science.1196914 21177976PMC3142569

[51] TepperRG, AshrafJ, KaletskyR, KleemannG, MurphyCT, BussemakerHJ. PQM-1 complements DAF-16 as a key transcriptional regulator of DAF-2-mediated development and longevity. Cell. 2013;154: 676–690. doi: 10.1016/j.cell.2013.07.006 23911329PMC3763726

[52] BarsyteD, LovejoyDA, LithgowGJ. Longevity and heavy metal resistance in *daf-2* and *age-1* long-lived mutants of *Caenorhabditis elegans*. Faseb J. 2001;15: 627–634. doi: 10.1096/fj.99-0966com 11259381

[53] LiJ, EbataA, DongY, RizkiG, IwataT, LeeSS. Caenorhabditis elegans HCF-1 Functions in Longevity Maintenance as a DAF-16 Regulator. Plos Biol. 2008;6: e233. doi: 10.1371/journal.pbio.0060233 18828672PMC2553839

[54] RougvieAE. Control of developmental timing in animals. Nature reviews Genetics. 2001;2: 690–701. doi: 10.1038/35088566 11533718

[55] KarpX, AmbrosV. Dauer larva quiescence alters the circuitry of microRNA pathways regulating cell fate progression in *C*. *elegans*. Development. 2012;139: 2177–2186. doi: 10.1242/dev.075986 22619389PMC3357911

[56] IlbayO, AmbrosV. Pheromones and nutritional signals regulate the developmental reliance on let-7 family microRNAs in *C*. *elegans*. Curr Biol. 2019;29: 1735–1745.e4. doi: 10.1016/j.cub.2019.04.034 31104929PMC7245018

[57] HammellCM, KarpX, AmbrosV. A feedback circuit involving let-7-family miRNAs and DAF-12 integrates environmental signals and developmental timing in Caenorhabditis elegans. PNAS. 2009;106: 18668–18673. doi: 10.1073/pnas.0908131106 19828440PMC2774035

[58] ReinhartBJ, SlackFJ, BassonM, PasquinelliAE, BettingerJC, RougvieAE, et al. The 21-nucleotide *let-7* RNA regulates developmental timing in *Caenorhabditis elegans*. Nature. 2000;403: 901–906. doi: 10.1038/35002607 10706289

[59] LinSY, JohnsonSM, AbrahamM, VellaMC, PasquinelliA, GamberiC, et al. The *C elegans* hunchback homolog, *hbl-1*, controls temporal patterning and is a probable microRNA target. Developmental Cell. 2003;4: 639–650. doi: 10.1016/s1534-5807(03)00124-2 12737800

[60] NikaL, GibsonT, KonkusR, KarpX. Fluorescent beads are a versatile tool for staging Caenorhabditis elegans in different life histories. G3. 2016;6: 1923–1933. doi: 10.1534/g3.116.030163 27172224PMC4938646

[61] GottliebS, RuvkunG. *daf-2*, *daf-16* and *daf-23*: genetically interacting genes controlling Dauer formation in *Caenorhabditis elegans*. Genetics. 1994;137: 107–20. doi: 10.1093/genetics/137.1.107 8056303PMC1205929

[62] SternbergPW. Vulval development. WormBook. 2005; 1–28. doi: 10.1895/wormbook.1.6.1 18050418PMC4781130

[63] BoehmA-M, KhalturinK, Anton-ErxlebenF, HemmrichG, KlostermeierUC, Lopez-QuinteroJA, et al. FoxO is a critical regulator of stem cell maintenance in immortal Hydra. PNAS. 2012;109: 19697–19702. doi: 10.1073/pnas.1209714109 23150562PMC3511741

[64] WorringerKA, RandTA, HayashiY, SamiS, TakahashiK, TanabeK, et al. The *let-7*/LIN-41 pathway regulates reprogramming to human induced pluripotent stem cells by controlling expression of prodifferentiation genes. Cell Stem Cell. 2013;14: 40–52. doi: 10.1016/j.stem.2013.11.001 24239284PMC3982312

[65] KaticI, XuL, CioskR. CRISPR/Cas9 genome editing in *Caenorhabditis elegans*: evaluation of templates for homology-mediated repair and knock-ins by homology-independent DNA repair. G3. 2015;5: 1649–1656. doi: 10.1534/g3.115.019273 26044730PMC4528321

[66] BrennerS. The genetics of *Caenorhabditis elegans*. Genetics. 1974;77: 71–94. doi: 10.1093/genetics/77.1.71 4366476PMC1213120

[67] KarpX. Working with dauer larvae. Wormbook. 2018; 1–19. doi: 10.1895/wormbook.1.180.1 27417559PMC5237411

[68] KarpX, GreenwaldI. Post-transcriptional regulation of the E/Daughterless ortholog HLH-2, negative feedback, and birth order bias during the AC/VU decision in *C*. *elegans*. Genes & Development. 2003;17: 3100–3111. doi: 10.1101/gad.1160803 14701877PMC305261

[69] NolanT, HandsRE, BustinSA. Quantification of mRNA using real-time RT-PCR. Nat Protoc. 2006;1: 1559–1582. doi: 10.1038/nprot.2006.236 17406449

[70] BolgerAM, LohseM, UsadelB. Trimmomatic: a flexible trimmer for Illumina sequence data. Bioinformatics. 2014;30: 2114–2120. doi: 10.1093/bioinformatics/btu170 24695404PMC4103590

[71] DobinA, DavisCA, SchlesingerF, DrenkowJ, ZaleskiC, JhaS, et al. STAR: ultrafast universal RNA-seq aligner. Bioinformatics. 2013;29: 15–21. doi: 10.1093/bioinformatics/bts635 23104886PMC3530905

[72] LiB, DeweyCN. RSEM: accurate transcript quantification from RNA-Seq data with or without a reference genome. Bmc Bioinformatics. 2011;12: 323. doi: 10.1186/1471-2105-12-323 21816040PMC3163565

[73] LoveMI, HuberW, AndersS. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq2. Genome Biol. 2014;15: 550. doi: 10.1186/s13059-014-0550-8 25516281PMC4302049

[74] OhSW, MukhopadhyayA, DixitBL, RahaT, GreenMR, TissenbaumHA. Identification of direct DAF-16 targets controlling longevity, metabolism and diapause by chromatin immunoprecipitation. Nat Genet. 2006;38: 251–257. doi: 10.1038/ng1723 16380712

[75] HondaY, HondaS. The *daf-2* gene network for longevity regulates oxidative stress resistance and Mn-superoxide dismutase gene expression in *Caenorhabditis elegans*. Faseb J. 1999;13: 1385–1393. doi: 10.1096/fasebj.13.11.1385 10428762

[76] da GracaLS, ZimmermanKK, MitchellMC, Kozhan-GorodetskaM, SekiewiczK, MoralesY, et al. DAF-5 is a Ski oncoprotein homolog that functions in a neuronal TGF beta pathway to regulate *C*. *elegans* dauer development. Development. 2004;131: 435–446. doi: 10.1242/dev.00922 14681186

[77] RuaudAF, KaticI, BessereauJL. Insulin/Insulin-like growth factor signaling controls non-dauer developmental speed in the nematode *Caenorhabditis elegans*. Genetics. 2011;187: 337–343. doi: 10.1534/genetics.110.123323 20944013PMC3018321

[78] KohK, RothmanJH. ELT-5 and ELT-6 are required continuously to regulate epidermal seam cell differentiation and cell fusion in *C*. *elegans*. Development. 2001;128: 2867–2880. 1153291110.1242/dev.128.15.2867

[79] McCullochKA, RougvieAE. *Caenorhabditis elegans* period homolog *lin-42* regulates the timing of heterochronic miRNA expression. Proc National Acad Sci. 2014;111: 15450–15455. doi: 10.1073/pnas.1414856111 25319259PMC4217435

[80] Matia-GonzálezAM, LaingEE, GerberAP. Conserved mRNA-binding proteomes in eukaryotic organisms. Nature Structural & Molecular Biology. 2015;22: 1027–1033. doi: 10.1038/nsmb.3128 26595419PMC5759928

[81] TamburinoAM, RyderSP, WalhoutAJM. A compendium of *Caenorhabditis elegans* RNA binding proteins predicts extensive regulation at multiple levels. G3. 2013;3: 297–304. doi: 10.1534/g3.112.004390 23390605PMC3564989

# Supplementary material for: daf-16/FOXO blocks adult cell fate in Caenorhabditis elegans dauer larvae via lin-41/TRIM71
**Source:** PLoS Genet. 2021 Nov 15;17(11):e1009881. doi: 10.1371/journal.pgen.1009881
**Supplement:** S1 Table

**Table 1. List of strains used in this study.**

1. Strain XV181 was maintained as heterozygotes. The relevant homozygous progeny were isolated the day before the experiment. Homozygous *xe8* progeny were recognizable by lack of GFP expression from *bch28.*
2. Strains XV238 and XV239 were maintained as heterozygotes. For experiments individual gravid hermaphrodites were cloned out to several 60 mm plates and allowed to lay embryos for 3-5 hours at 24˚C. Parents were then removed. Plates where 100% of larvae expressed *ttx-3p::gfp* were discarded. From the remaining plates, all dauer larvae were scored for both *ttx-3p::gfp* expression (indicating *nIs408)* and *col-19p::gfp* expression.

**References**

1. Feinbaum R, Ambros V. The timing of *lin-4* RNA accumulation controls the timing of postembryonic developmental events in *Caenorhabditis elegans*. Developmental Biology. 1999;210: 87–95. doi:10.1006/dbio.1999.9272

2. Ogg S, Paradis S, Gottlieb S, Patterson GI, Lee L, Tissenbaum HA, et al. The Fork head transcription factor DAF-16 transduces insulin-like metabolic and longevity signals in *C. elegans.* Nature. 1997;389: 994–999. doi:10.1038/40194

3. Lin K, Dorman JB, Rodan A, Kenyon C. *daf-16:* An HNF-3/forkhead family member that can function to double the life-span of *Caenorhabditis elegans*. Science. 1997;278: 1319–1322. doi:10.1126/science.278.5341.1319

4. Chen AT-Y, Guo C, Itani OA, Budaitis BG, Williams TW, Hopkins CE, et al. Longevity genes revealed by integrative analysis of isoform-specific *daf-16/*FoxO mutants of *Caenorhabditis elegans*. Genetics. 2015;201: 613–629. doi:10.1534/genetics.115.177998

5. Ecsedi M, Rausch M, Großhans H. The *let-7* microRNA directs vulval development through a single target. Developmental Cell. 2015;32: 335–344. doi:10.1016/j.devcel.2014.12.018

6. Aeschimann F, Neagu A, Rausch M, Großhans H. *let-7* coordinates the transition to adulthood through a single primary and four secondary targets. Life Sci Alliance. 2019;2: e201900335. doi:10.26508/lsa.201900335

7. Slack FJ, Basson M, Liu Z, Ambros V, Horvitz HR, Ruvkun G. The *lin-41* RBCC gene acts in the *C. elegans* heterochronic pathway between the *let-7* regulatory RNA and the LIN-29 transcription factor. Molecular Cell. 2000;5: 659–669.

8. Harris DT, Horvitz HR. MAB-10/NAB acts with LIN-29/EGR to regulate terminal differentiation and the transition from larva to adult in *C. elegans*. Development. 2011;138: 4051–4062. doi:10.1242/dev.065417

9. Aeschimann F, Kumari P, Bartake H, Gaidatzis D, Xu L, Ciosk R, et al. LIN41 Post-transcriptionally silences mRNAs by two distinct and position-dependent mechanisms. Mol Cell. 2017;65: 476-489.e4. doi:10.1016/j.molcel.2016.12.010

10. Tewari M, Hu PJ, Ahn JS, Ayivi-Guedehoussou N, Vidalain P-O, Li S, et al. Systematic interactome mapping and genetic perturbation analysis of a *C. elegans* TGF-β signaling network. Mol Cell. 2004;13: 469–482. doi:10.1016/s1097-2765(04)00033-4

11. Koh K, Rothman JH. ELT-5 and ELT-6 are required continuously to regulate epidermal seam cell differentiation and cell fusion in *C. elegans*. Development. 2001;128: 2867–2880.

12. Abrahante JE, Daul AL, Li M, Volk ML, Tennessen JM, Miller EA, et al. The *Caenorhabditis elegans* *hunchback*-like gene *lin-57/hbl-1* controls developmental time and is regulated by microRNAs. Developmental Cell. 2003;4: 625–637.

How the deposited data were processed for this re-analysis (not part of the article)

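Whole dauer larvae of a control genotype, *daf-7(e1372)*, and of *daf-16(0)*, *daf-16(mgDf50); daf-7(e1372)*, were sequenced as mRNA, with 3 libraries deposited per genotype. The sample labels and the paper give the same *daf-16(0)* genotype but different strain names, and which name is right was not settled. The authors trimmed reads with Trimmomatic, aligned them to WBcel235 with STAR and estimated expected counts per gene with RSEM, and deposited these expected counts, not normalized, for 46904 genes in all 6 libraries. The authors also deposited a signal table of 4 libraries, the rounded counts of protein-coding genes divided by one DESeq2 size factor per library, and used DESeq2 to deposit log2 fold changes of *daf-16(0)* over control. The p-values and adjusted p-values deposited by the authors come from the same DESeq2 comparison. The deposited signal values differ from the rounded expected counts by a constant factor within each library, which was checked on the values.

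Results were computed from the expected counts of 20191 protein-coding genes, rounded to whole numbers. Exceptions are the limma alternative, the alternative with all biotypes, the shares of ribosomal RNA and the values deposited by the authors. Between 1.57% and 2.78% of the values in a library were not whole before rounding. Protein-coding genes held 89.1% of the expected counts in control replicate 1, the library with the most ribosomal RNA. edgeR 4.0.16 in R 4.3.3 was used with TMM normalization, its filter on low counts, a quasi-likelihood fit and Benjamini-Hochberg adjustment. The main comparison holds the 4 libraries of the authors' deposited comparison, and all 6 libraries are given beside it. Counts of genes by direction use an adjusted p of at most 0.05 and an absolute log2 fold change of at least 1. The collagens of Fig 1E, *lin-41* and the heterochronic genes use the adjusted p alone. Fold changes against libraries at or under 3 counts are given as bounds, computed against that floor. Principal components and gene set tests were computed in Python 3.11 with SciPy 1.17.1 and pandas 2.3.3.

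The test, the libraries, the lists of genes and the alternatives were chosen before the data were examined, apart from those named here. The alternatives were all 6 libraries, a replicate block, DESeq2 1.42.0 on 4 and on 6 libraries, RLE normalization, no filter on low counts, a mean of at least 10 counts, limma 3.58.1 on log2 of the authors' normalized counts with a pseudocount of 1, a log2 threshold of 2, and leaving out each library. Chosen after the data were seen were an alternative with genes of all biotypes, the alternatives for the medians of the marker lists, and the ion channel and kinase or phosphatase groups. Those groups had been planned by product name, to be left out if the annotation had no product names, and it has none. They were then taken by symbol from 16 families each. In the comparison of their odds ratios between settings, the side of the threshold was taken from the unadjusted p of Fisher's exact test.

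Genes named in the text are those the paper names with the mRNA-seq data, and the 5 genes at each end of the log2 fold change among genes with an adjusted p of at most 0.05 by edgeR's quasi-likelihood test, an average log2 CPM of at least 3 and no overlap between genotypes in the 4 libraries. *dmd-10*, *dmd-11*, *ceh-60* and *vit-2* are outside this rule and were chosen after their values were seen. Genes overlapping a named gene are given as limits on it. *eft-2*, named by the paper, is not listed under that name in the expected counts. Marker lists were the 6 yolk genes, 34 sperm genes, 10 oocyte genes and 29 L4-peak collagens. The last are collagens of S3 Table with at least 50 FPKM in L4, at least 5 times the young adult value and at least 10 times the dauer entry and dauer values. Genes with at least 3 CPM in both controls of the main comparison numbered 6 of the yolk, 0 of the sperm, 6 of the oocyte and 14 of the L4-peak genes.

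On simulated counts with 200 genes changed by a log2 fold change of 3, edgeR recovered 71% of them with 4 libraries (13628 genes tested), and 4.05% of its calls were false. DESeq2 recovered 86.5% (12522 genes tested) with 10.8% false, and limma 50% (17127 genes tested) with 1.96% false. With 6 libraries edgeR recovered 37% (14028 genes tested) with no false call, DESeq2 69% (14410 genes tested) with 20.7% false, and limma 24.5% (17462 genes tested) with none. No simulated change was called with the wrong sign. Each setting had a single simulated data set, with the same dispersion for all genes and changes only in genes with higher counts. Calls there used the adjusted p alone. Real genes differ in dispersion and many more were called, so these rates do not estimate the false calls in the real data.

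Coordinates are those in the deposited tables. The annotation at hand, Ensembl release 115, gives the same coordinates for 5656 of the 20105 protein-coding genes found in it (28.1%), and was used for exonic lengths and overlaps. The paper's text does not state whether counting used strand, so overlapping genes on opposite strands are uncertain. RSEM divides reads among similar genes, so levels of close family members such as the *msp* genes are uncertain too. Term annotation as used in the paper was not available, and the paper's list of transcription factors is not in its text, so 19 symbol families were used.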

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

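The tests of adult animals against the L4-peak collagens, of dilution, and of oocyte genes in control replicate 3 were chosen only after the results were seen.

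Markers of later stages, on which the paper does not report, were higher in *daf-16(0)* than in control in the 4 libraries of the paper's comparison, but control replicate 3, outside it, was within the range of the *daf-16(0)* libraries in the median of the yolk and of the oocyte genes. In the 4 libraries the median log2 fold change was 6.57 for 6 yolk genes, 4.76 for 34 sperm genes (4.65 with 8 genes at the floor set to their bounds) and 4.82 for 29 L4-peak collagens. All 6 yolk genes, 12 sperm genes and 24 L4-peak collagens were upregulated at an adjusted p of 0.05 or less by edgeR's quasi-likelihood test, or 6, 25 and 28 with adjustment over each list alone. Of 10 oocyte genes, with a median of 2.62, 2 were upregulated, 7 over the list alone. Over all 6 libraries the medians were 2.46 (yolk), 5.84 (sperm), 4.71 (L4-peak) and 0.91 (oocyte), and 19 sperm genes, 25 L4-peak collagens, 0 yolk genes and 0 oocyte genes were called, the last pair of lists with 3 and 0 genes at an unadjusted p under 0.05 by the same test. All 3 *daf-16(0)* libraries were above all 3 controls in 29 of 34 sperm genes, 27 of 29 L4-peak collagens, 3 of 6 yolk genes and 0 of 10 oocyte genes, an order that chance gives in 5% of genes. The genes of a list share the same libraries, so these counts are not tests. The yolk median was 1.90 without control replicate 2, and the oocyte median was -0.047 without *daf-16(0)* replicate 1 and 3.70 without control replicate 3. The *msp* genes among the sperm genes are near-identical copies, so their single levels are uncertain.

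A candidate explanation is that some of the hand-picked *daf-16(0)* animals were L4 larvae or adults. If adults alone gave the adult-enriched collagens, the median excess in *daf-16(0)* would equal 13.2% of their young adult FPKM in S3 Table (quartiles 10.2 and 17.4), and yolk genes rise as such animals require. Adults alone are argued against by the L4-peak collagens, whose excess was 672% of their young adult FPKM. L4 animals are not excluded by the collagens of the 4 libraries. The median excess of the L4-peak collagens was 29.2% of their L4 FPKM and that of the adult-enriched collagens 34.0%. The quartiles were 18.2% and 43.6% for the L4-peak and 25.7% and 38.1% for the adult-enriched collagens. Single L4-peak collagens ran from 5.53% to 420% (*col-90*), and the highest is more than L4 animals with the S3 Table values would give alone. By library, the median shares were 32.4% and 39.8% in *daf-16(0)* replicate 2 and 21.8% and 22.1% in replicate 3. In *daf-16(0)* replicate 1, outside the paper's comparison, they were 18.0% and 69.9%, which L4 animals with the S3 Table values would not give alone. The libraries and S3 Table were normalized differently, and S3 Table gives a single L4 value per gene, so these percentages are approximate. A mixture of L4 and adult animals was not tested, and the yolk genes (median log2 fold change 6.57 in the 4 libraries) were not compared with L4 animals. Expression of the same collagens within dauer larvae, which is the paper's reading, was not tested against the presence of other animals. Whole animals were pooled, and the values of a pool do not separate them. The paper's reporter images score single animals and lie outside these data.

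Dilution by L4 or adult animals at the shares above does not account for the dauer-enriched collagens. They kept a median of 4.93% of their control level in the 4 libraries, from 1.99% (*col-108*) to 14.8% (*col-163*), where an L4 share as above would leave 66.0%. Larger shares, from L4 animals that differ from the S3 Table values, were not tested. Dilution by animals of other stages was not tested either, since the L4 share does not limit them. A difference in time since dauer entry may contribute. Across 94 other collagens, the log2 fold change fell with the ratio of dauer entry to dauer FPKM (Spearman's rho = -0.564, permutation p = 1e-05, the smallest that the permutations can give, adjusted p = 3e-05 over 9 correlations). The correlation was negative over all 6 libraries too (rho = -0.528, 92 genes), and it was -0.457 without the L4-peak collagens (67 genes). It is not specific to time since entry, since across 99 other collagens the log2 fold change rose as strongly with the L4 FPKM (rho = 0.598) and with the young adult FPKM (rho = 0.527). A difference in genotype at equal time stays open, as the design gives no time series.

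Control replicate 3, which the paper's comparison leaves out, had a *vit-2* level of 6508 normalized CPM, against 95.8 and 38.5 in control replicates 1 and 2 and 3988 to 8559 in the *daf-16(0)* libraries. Yolk genes held 2.01% of its counts, against 0.028% and 0.0118% in the other controls. The oocyte genes had a median of 139 normalized CPM in this library, against 5.96 and 3.31 in the other controls, a value that adult animals among the picked larvae could give. Against young adult animals, the excess of the adult-enriched collagens there was only 1.34% of their young adult FPKM, although the yolk level was that of the *daf-16(0)* libraries. *col-19* stood at 0.233% of *vit-2*, against 2.11% to 8.92% in the *daf-16(0)* libraries. Adults past the young adult stage were not compared, since S3 Table holds no values for them. The paper reports that the *col-19* reporter declines after an early peak in adults. The sperm median there was 0 and the L4-peak excess -0.33% of L4 FPKM. Adult animals and a change within dauer larvae cannot be told apart in this library, since it is a single one. Apart from adult animals, no explanation was tested for this library, since the design gives none within the control genotype.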

How the results depend on the processing

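The alternative with all biotypes, the alternatives for the marker list medians and the ion channel and kinase groups were chosen after seeing the data. The cause of the changes listed here was not tested, except where fewer genes or libraries enter by construction.

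With all 6 libraries, 10 adult-enriched and 7 dauer-enriched collagens were called. The medians were 3.94 (adult-enriched with *col-19*), 2.46 (yolk) and 0.91 (oocyte). The odds ratios were 1.17 (ion channels among downregulated genes) and 0.535 (kinases and phosphatases among upregulated genes), and *lin-42* was at 0.14. DESeq2 on the 4 libraries called 1595 upregulated and 2038 downregulated genes, with 13 and 25 in transcription factor families, and gave *lin-41* a log2 fold change of -1.25 past the threshold (adjusted p = 0.0468 by DESeq2's Wald test, in a range from 0.0322 to 0.431 over all alternatives). DESeq2 with all 6 libraries gave 1567 upregulated genes, 15 and 20 transcription factor genes, and *lin-42* at 0.16. Its medians were 4.11 (adult-enriched), 2.43 (yolk) and 0.89 (oocyte). It called 17 adult-enriched and 22 dauer-enriched collagens, against 10 and 7 with edgeR on the same libraries. With no filter on low counts, where 17287 genes are tested, there were 1626 and 1971 genes, 11 and 25 transcription factor genes, and *lin-41* was at -1.25 (adjusted p = 0.0322 by edgeR's quasi-likelihood test). With an absolute log2 fold change of at least 2, 827 genes were downregulated, 3 and 8 transcription factor genes were called, and the ion channel odds ratio was 1.65. With all biotypes it was 1.57. With limma, the kinase and phosphatase odds ratio was 0.877 and *col-96* was at 0.21. RLE normalization and a mean of at least 10 counts changed none of the 61 named genes and none of the counts beyond 1.5 times.

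Replicate numbers do not pair the libraries. The correlations of deviations for the same number were -0.0528, -0.0113 and -0.2307. With the replicate number as a block, 162 genes were upregulated and 222 downregulated, 6 adult-enriched and 0 dauer-enriched collagens were called (23 dauer-enriched collagens with adjustment over the list alone), and 0 and 0 transcription factor genes, with 3150 genes at an unadjusted p under 0.05. With this block the odds ratios were 0.868 (collagens among downregulated genes), 0 (ion channels) and 0 (kinases and phosphatases). The block medians were -5.66 (dauer-enriched), 5.16 (yolk) and 6.75 (sperm), *lin-42* was at 0.29 and *col-96* at 2.27.

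Leaving out 1 of the 6 libraries gave from 125 (without *daf-16(0)* replicate 2) to 1252 upregulated and 170 to 1632 downregulated genes (highest without control replicate 3), 7 to 18 adult-enriched and 0 to 19 dauer-enriched collagens, and 0 to 9 upregulated and 0 to 19 downregulated transcription factor genes. The odds ratios ranged from 8.95 to 34.7 (collagens, upregulated), 0 to 7.22 (collagens, downregulated), 0.41 to 1.58 (ion channels) and 0 to 1.43 (kinases and phosphatases). With 1 of the 4 or of the 6 libraries left out, the medians ranged from 3.42 to 6.39 (adult-enriched), -5.66 to -3.72 (dauer-enriched), 1.90 to 7.10 (yolk), 3.26 to 9.86 (sperm), -0.047 to 3.70 (oocyte) and 4.33 to 5.97 (L4-peak). The log2 fold change ranged from 5.26 to 7.69 (*col-19*), -1.88 to -0.55 (*lin-41*) and 0.44 to 1.67 (*lin-29*). Signs changed for *lin-14* (-0.13 to 0.86), *hbl-1* (-1.09 to 0.17), *lin-42* (-0.61 to 0.74), *col-95* (-2.02 to 3.88) and *col-96* (-2.10 to 3.99).

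Of the 61 named genes tested, 33 kept their direction and side of the threshold with all 6 libraries, 27 lost the threshold and 1 reversed. With DESeq2 on the 4 libraries and with no filter all 61 kept both, where *lin-41*, *lin-29* and *col-19* are counted apart. Without *daf-16(0)* replicate 2, of all 6, 18 kept both and 41 lost the threshold, and without control replicate 3, 48 and 13. No gene called in the 4 libraries was called in the opposite direction in any setting. The 0 calls among the 5 other core heterochronic genes held in every setting with a test.

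Of the 10 splits of the 6 libraries into 3 and 3, 1 gave as many called genes as the genotypes, which was the real one. The other 9 gave 0 calls, with 30 to 1439 genes at an unadjusted p under 0.05 by edgeR's quasi-likelihood test against 4101 for the genotypes. The real split was thus the only one of the 10 with calls, and 0.1 is the smallest share that 10 splits can give.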

Differences from the paper's values

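The tests of the ion channel and of the kinase and phosphatase groups were chosen only after the data were seen.

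The paper gives 1576 upregulated genes, against 727 here with edgeR on the same 4 libraries. Of the alternatives set before the data were examined, DESeq2 on the 4 libraries (1595), DESeq2 with all 6 (1567), no filter on low counts (1626) and all 6 libraries without control replicate 3 (1252) came within 1.5 times of the paper's value. All 6 libraries (690), the replicate block (162), RLE normalization (790), a mean of at least 10 counts (712), limma (943), the log2 threshold of 2 (490) and leaving out any other library (125 to 541) did not. The paper gives 2027 downregulated genes, against 1298 here. DESeq2 on the 4 libraries (2038), DESeq2 with all 6 (1834), no filter (1971), limma (1456) and all 6 libraries without control replicate 3 (1632) came within 1.5 times, and all 6 libraries (1007), the block (222), RLE (1347), a mean of at least 10 counts (1308), the log2 threshold of 2 (827) and leaving out any other library (170 to 447) did not. The paper's total of 3603 genes stands against 2025 here. DESeq2 on the 4 libraries (3633), DESeq2 with all 6 (3401), no filter (3597) and all 6 libraries without control replicate 3 (2884) came within 1.5 times, and limma (2399), RLE (2137), a mean of at least 10 counts (2020), all 6 libraries (1697), the log2 threshold of 2 (1317), the block (384) and leaving out any other library (295 to 988) did not. The paper's methods name DESeq2, and the authors' deposited table holds the paper's 1576 and 2027 genes at 2-fold.

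The paper calls *lin-41* downregulated. Here its adjusted p was 0.123 by edgeR's quasi-likelihood test, and the settings that called it were DESeq2 on the 4 libraries (adjusted p = 0.0468 by DESeq2's Wald test) and no filter on low counts (adjusted p = 0.0322 by edgeR's quasi-likelihood test), in a range from 0.0322 to 0.431 over all alternatives. The authors' deposited adjusted p for *lin-41* is 0.0479 by DESeq2. The paper also reports a lower *lin-41* level by qPCR, which did not pass its threshold, and tests *lin-41* genetically. Neither is part of these data.

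The paper counts 19 upregulated adult-enriched collagens besides *col-19*, against 18 here. DESeq2 on the 4 libraries gave 19, with *col-135* among them, which edgeR's filter left untested. The filter alone does not give the difference. edgeR with no filter on low counts, or with a mean of at least 10 counts, tested all 22 genes and called 18. The paper's functional terms place ion transport among downregulated and protein phosphorylation among upregulated genes. The symbol groups used here gave an adjusted p of 0.0579 (ion channels) and 0.594 (kinases and phosphatases) by Fisher's exact test, and 0.00475 for ion channels with DESeq2 on the 4 libraries. The paper's terms come from another annotation and from its own gene calls, so these values are not a test of them. The paper's transcription factor numbers come from another list than the families used here.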

Other observations

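The tests on chromosome V were chosen only after the result was seen.

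Of 9553 genes with at least 3 CPM in each control library, 43 were at or under 3 counts in all 3 *daf-16(0)* libraries, and 31 of the 43 (72.1%) lie on chromosome V, which holds 19.5% of the 9553 (odds ratio 10.8, adjusted p = 3.11e-12, Fisher's exact test with Benjamini-Hochberg adjustment). A deletion in the *daf-16(0)* strain is argued against as the whole cause, since the longest run of neighboring expressed genes at the floor was 3 and the genes spread from 625752 to 19495687. Downregulated genes in general were concentrated on chromosome V, with 28.2% there against 20.6% of the genes tested (odds ratio 1.59, adjusted p = 1.19e-10, Fisher's exact test), and 26.7% without the silent genes (odds ratio 1.47, adjusted p = 1.67e-07, Fisher's exact test). This concentration may account for part of the pattern but not for the whole, since the silent genes were on chromosome V more often than the other downregulated genes (odds ratio 7.08, p = 1.59e-09, Fisher's exact test). Chromosome V was not specific to decreases, since upregulated genes were concentrated there too (odds ratio 1.25, adjusted p = 0.0234, Fisher's exact test). Downregulated genes were also concentrated on chromosome X (odds ratio 1.45, adjusted p = 6.66e-06, Fisher's exact test). Sequence variants between the strains, reads shared with similar genes and an effect of *daf-16* stay open and were not tested. The genes were picked for being silent, so the pattern is a hypothesis for other data.

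In the other direction, 49 genes were at or under 3 counts in all 3 control libraries with at least 3 CPM in each *daf-16(0)* library, and 18 of them (36.7%) lie on chromosome IV, against 16.6% of 9930 genes (odds ratio 2.93, adjusted p = 0.00187, Fisher's exact test with Benjamini-Hochberg adjustment). Chromosome II held 14 of the 49 (odds ratio 2.02, adjusted p = 0.0573, Fisher's exact test). Upregulated genes in general were also concentrated on chromosome IV, with 21.6% there against 16.7% of the genes tested (odds ratio 1.40, adjusted p = 0.0015, Fisher's exact test). Sperm genes on chromosomes IV and II are among this set, such as *msp-53* on chromosome IV. Whether they account for the pattern was not tested, and neither was any other explanation.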
